# Complex Responses to Hydrogen Peroxide and Hypochlorous Acid by the Probiotic Bacterium Lactobacillus reuteri

**DOI:** 10.1128/mSystems.00453-19

**Published:** 2019-09-03

**Authors:** Poulami Basu Thakur, Abagail R. Long, Benjamin J. Nelson, Ranjit Kumar, Alexander F. Rosenberg, Michael J. Gray

**Keywords:** oxidative stress, probiotics, transcriptomics

## Abstract

Inflammatory diseases of the gut are associated with increased intestinal oxygen concentrations and high levels of inflammatory oxidants, including hydrogen peroxide (H_2_O_2_) and hypochlorous acid (HOCl), which are antimicrobial compounds produced by the innate immune system. This contributes to dysbiotic changes in the gut microbiome, including increased populations of proinflammatory enterobacteria (Escherichia coli and related species) and decreased levels of health-associated anaerobic *Firmicutes* and *Bacteroidetes*. The pathways for H_2_O_2_ and HOCl resistance in E. coli have been well studied, but little is known about how commensal and probiotic bacteria respond to inflammatory oxidants. In this work, we have characterized the transcriptomic response of the anti-inflammatory, gut-colonizing Gram-positive probiotic Lactobacillus reuteri to both H_2_O_2_ and HOCl. L. reuteri mounts distinct but overlapping responses to each of these stressors, and both gene expression and survival were strongly affected by the presence or absence of oxygen. Oxidative stress response in L. reuteri required several factors not found in enterobacteria, including the small heat shock protein Lo18, polyphosphate kinase 2, and RsiR, an L. reuteri-specific regulator of anti-inflammatory mechanisms.

**IMPORTANCE** Reactive oxidants, including hydrogen peroxide and hypochlorous acid, are antimicrobial compounds produced by the immune system during inflammation. Little is known, however, about how many important types of bacteria present in the human microbiome respond to these oxidants, especially commensal and other health-associated species. We have now mapped the stress response to both H_2_O_2_ and HOCl in the intestinal lactic acid bacterium Lactobacillus reuteri.

## Abstract (precis)

Reactive oxidants, including hydrogen peroxide and hypochlorous acid, are antimicrobial compounds produced by the immune system during inflammation. Little is known, however, about how many important types of bacteria present in the human microbiome respond to these oxidants, especially commensal and other health-associated species. We have now mapped the stress response to both H_2_O_2_ and HOCl in the intestinal lactic acid bacterium Lactobacillus reuteri.

## INTRODUCTION

Inflammatory diseases of the gut (e.g., inflammatory bowel disease [IBD], Crohn’s disease, and irritable bowel syndrome [IBS]) are a rapidly growing health concern for which few effective treatment options are available (1–3). It has become increasingly clear that the bacterial populations inhabiting the gut play a key role in causing and perpetuating gut inflammation, with an emerging consensus that blooms of facultatively anaerobic enterobacteria (e.g., Escherichia coli) take advantage of changes in the nutritional and redox environment of the inflamed gut to outcompete the obligate anaerobes associated with a healthy gut microbiota (4–8). The redox changes in the inflamed gut include not only increases in oxygen levels (6, 7) but also the production of reactive oxygen, nitrogen, and chlorine species (ROS, RNS, and RCS, respectively), which are antimicrobial oxidants that can shift the population structure of the microbiome and are major contributors to host tissue damage (9–12). Treatments that interfere with the ability of enterobacteria to thrive in the inflamed gut reduce both the changes in the microbiome and the symptoms of disease (1, 13), indicating that manipulating gut bacteria is an important element in controlling these diseases.

Probiotics are live microorganisms which, when consumed in sufficient quantities, have a measurable health benefit (14), and a variety of different probiotic bacteria have been shown to have anti-inflammatory effects in the gut (15, 16). The most commonly used probiotics are lactic acid bacteria of the genus *Lactobacillus* (17), which are able to both modulate the host immune system and outcompete enterobacterial pathogens (15) and some strains of which have been shown to improve outcomes for inflammatory bowel diseases in both humans and animal models (18–20). The effectiveness of probiotics for treating inflammation in the gut, however, may be limited by their ability to survive attack by the overactive host immune system, including the oxidative damage caused by ROS and RCS. While the general stress response physiology of lactic acid bacteria has been relatively well characterized (21), bacterial responses to oxidative stress are best understood for E. coli and related inflammation-enriched enterobacteria (22–25). This is especially true of RCS, including hypochlorous acid (HOCl) and reactive chloramines, which are extremely potent antimicrobial compounds produced by the neutrophil enzyme myeloperoxidase (22, 26–28). Relatively little is known about how health-associated probiotic and commensal bacteria sense and respond to inflammatory oxidants (21, 29–31).

Lactobacillus reuteri is a well-established model probiotic bacterium that is able to stably colonize the mammalian intestine (32, 33), where several strains have been shown to combat inflammation and enteric infections by different mechanisms, including anti-inflammatory histamine synthesis by strains ATCC PTA 6475 and ATCC PTA 5289 (34–37), modulation of immune cell functions by strains ATCC PTA 6475, 100-23, and WU (33, 38–40), and production of antimicrobial compounds (e.g., reuterin and reutericyclin) by ATCC PTA 6475 and many other strains (37, 41, 42). While the genome-wide stress responses of L. reuteri to low pH (strain ATCC 23272) (43) and bile salts (strains ATCC PTA 6475 and 23272) (44, 45) have been characterized, little is known about how members of this species respond to ROS, and nothing is known about how L. reuteri or any other lactic acid bacterium senses or responds to RCS. The L. reuteri genome encodes neither catalase nor superoxide dismutase (46). The oxidative stress repair enzyme methionine sulfoxide reductase (47) is induced by and required for gut colonization by L. reuteri strain 100-23 (48, 49), indicating that resistance to oxidative damage is important *in vivo*. A cysteine-dependent pathway contributing to H_2_O_2_ and O_2_ tolerance has been identified in strain BR11 (50) but did not appear to play a role in the ability of L. reuteri BR11 to prevent colitis in mice (51).

In this work, we have taken a transcriptomic approach to characterize genome-wide H_2_O_2_- and HOCl-dependent gene regulation in L. reuteri ATCC PTA 6475 and to identify genes involved in resistance to killing by these stressors (52), with the goal of finding genes and pathways distinct from those found in the enterobacteria. Our results show that despite not containing close homologs of any of the known RCS-specific transcription factors (22, 53–56), L. reuteri is able to mount clearly different stress responses to H_2_O_2_ and HOCl and that the presence of O_2_ has dramatic effects on both gene regulation and survival in response to these stresses. We also identified roles for several genes in surviving H_2_O_2_- and HOCl-mediated stress, including those encoding methionine sulfoxide reductase (47), polyphosphate kinase 2 (57, 58), and the lactic acid bacterium-specific small heat shock protein Lo18 (59–61), as well as a role in surviving H_2_O_2_ stress for RsiR, previously characterized as an L. reuteri-specific regulator of histamine synthesis (35).

## RESULTS AND DISCUSSION

### Growth of L. reuteri is inhibited by inflammatory oxidants.

To begin characterizing the response of L. reuteri to inflammatory oxidants, we treated anaerobically growing cultures with different concentrations of H_2_O_2_ (Fig. 1A) and HOCl (Fig. 1B). L. reuteri growth was more sensitive to H_2_O_2_ than HOCl, with an increase in culture density of less than 0.1 *A*_600_ unit 5 h after 0.96 mM H_2_O_2_ or 5 mM HOCl treatment. Since we were interested in characterizing gene regulation during a successful, productive response to bacteriostatic stress, we selected concentrations of 0.12 mM H_2_O_2_ and 1.25 mM HOCl for further analysis. These concentrations resulted in reductions in growth rate after stress treatment to 80% of that of untreated cells, followed by complete recovery (Fig. 1A and C). Growth was significantly inhibited by 0.12 mM H_2_O_2_ between 1 and 4 h after treatment and by 1.25 mM HOCl between 1.5 and 3 h after treatment (Fig. 1B and D). The growth rates of untreated cells differed between these experiments (0.31 division h^−1^ for the H_2_O_2_ treatment experiment and 0.39 division h^−1^ for the HOCl experiment), which we hypothesize may reflect batch-to-batch variations in the MEI-C medium (see Materials and Methods) used. These concentrations of oxidants had no significant effect on cellular NAD^+^/NADH ratios (Fig. 1E and F and Fig. S1), indicating that the bacteriostatic effects of these H_2_O_2_ and HOCl concentrations did not involve major disruptions to the redox state of the bacterial cells.

**FIG 1:**
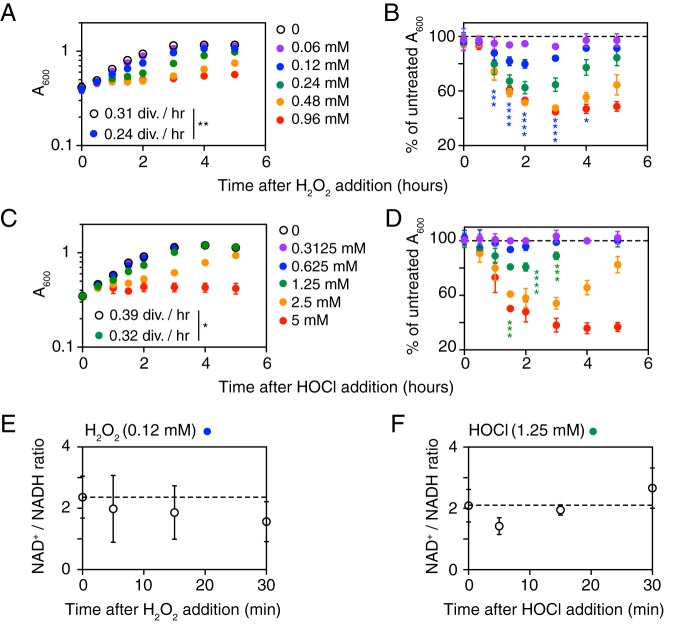
Growth of L. reuteri is inhibited by H_2_O_2_ and HOCl. L. reuteri ATCC PTA 6475 was grown anaerobically at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C and then treated with the indicated concentrations of H_2_O_2_ (A, B, and E) or HOCl (C, D, and F) (*n* = 3, means ± SDs). *A*_600_ (A, B, C, and D) or NAD^+^/NADH ratios (E and F) were measured at the indicated times. Student’s *t* test was used to test differences between growth rates in the first 2 h after stress treatment (divisions per hour) (*, *P* < 0.05; **, *P* < 0.01). Two-way analysis of variance (ANOVA) with Holm-Sidak’s multiple-comparison test was used to test differences between normalized *A*_600_ values for stress-treated cells and untreated cultures, and significant differences for 0.12 mM H_2_O_2_ and 1.25 mM HOCl stress are indicated (*, *P* < 0.05; ***, *P* < 0.001; ****, *P* < 0.0001). Two-way ANOVA with Holm-Sidak’s multiple-comparison test was used to test differences between NAD^+^/NADH ratios before and after stress treatments, and no significant differences were found.

10.1128/mSystems.00453-19.2 FIG S1 NAD^+^ and NADH levels in redox-stressed L. reuteri. L. reuteri ATCC PTA 6475 was grown anaerobically at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C and then treated with 0.12 mM H_2_O_2_ (A) or 1.25 mM HOCl (B). NAD^+^ and NADH concentrations were measured at the indicated times and normalized to CFU (*n* = 3, means ± SDs). Two-way ANOVA with Holm-Sidak’s multiple-comparison tests identified no significant (*P* < 0.05) differences in NAD^+^ or NADH concentrations at any time points. Download FIG S1, EPS file, 1.2 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptomic analysis of H_2_O_2_ and HOCl response by L. reuteri.

We next treated anaerobically growing L. reuteri with 0.12 mM H_2_O_2_ or 1.25 mM HOCl and used RNA sequencing to characterize the transcriptomes of stressed cells before and 5, 15, and 30 min after stress treatment (Fig. 2 and Table S1). 

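RNA from 24 libraries was compared in 8 groups of n = 3: untreated cultures of the H2O2 experiment and of the HOCl experiment, and cultures taken at 3 times after each oxidant. Over all times, 627 of 1997 tested genes changed with at least one oxidant. The largest rise with H2O2 was that of ahpC, the peroxiredoxin subunit of alkyl hydroperoxide reductase, 45-fold after 15 min (log2 5.49, SE 0.178). With HOCl it was malT, a predicted sugar transporter of the major facilitator family, 31.1-fold after 15 min (log2 4.96, SE 0.318, 1900 ± 1030 against 61.1 ± 8.87 CPM). The deepest fall was that of maa LAR_RS02225, a predicted O-acetyltransferase of sugars, 17.7-fold after 30 min of H2O2 (log2 -4.15, SE 0.447). With HOCl the deepest against all 6 untreated libraries was deoC, an aldolase that degrades deoxyribose phosphate, 6.05-fold after 15 min. Against the 3 untreated cultures of the HOCl experiment alone deoC gave log2 -1.85 in place of -2.60, and the ranking was not made there. Each treated group was tested against all 6 untreated libraries with edgeR's quasi-likelihood test. A gene is counted as changed over 2-fold when its Bonferroni p is under 0.01, and a named gene or list member rose or fell when that p was met at any fold.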

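After 30 min of H2O2, 500 genes, or 24.9% of the 2010 in the genome, lay over 2-fold from the untreated cultures (n = 3 against 6). LAR_RS00925, a hypothetical protein, rose 13.8-fold (log2 3.79, SE 0.231), and its neighbour LAR_RS00930, annotated as a peptidase of family M10, rose 8.46-fold (SE of log2 0.133). spoIIIJ, annotated as a subunit of preprotein translocation, was 11.2-fold lower (log2 -3.48, SE 0.392). The highest share with HOCl was 7.41%, at 15 min. The responses to the 2 oxidants were also compared directly, each treated group against the untreated cultures of its own experiment. This difference passed the test and the 2-fold limit for 68 genes at 5 min, 208 at 15 min and 438 at 30 min, of which 32, 97 and 222 were higher with H2O2. Without the 2-fold limit, 710 genes or 35.3% passed at 30 min of H2O2. Against its own untreated cultures alone, 30 min of H2O2 changed 642 genes, 31.9%. For the differences, 3 libraries a side allow 10 splits, too few for a share under 0.05.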

Up to 27% of the L. reuteri genome was up- or downregulated (>2-fold; Bonferroni-corrected *P* value [*P*_Bonf_] < 0.01; up to 48% without the 2-fold restriction) after stress treatment (Table S2), and there were clear differences in the responses to H_2_O_2_ and HOCl, consistent with previous reports that bacterial responses to these oxidants are different (22–24). 

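With H2O2, of 10 genes for cytochrome bd and menaquinone synthesis, 4 rose at 5 min and 6 at 15 min (2 and 6 against the own untreated cultures), and at 30 min 4 rose and 1, menA, fell. Adjusted over the list alone, 6, 7 and 6 rose. cydB, a subunit of the bd oxidase that reduces oxygen, rose 3.86-fold at 15 min (log2 1.95, SE 0.14, n = 3 against 6). Among 8 genes of ATP synthase, 1 rose at 15 min and 2 at 30 min, while 8 did at both times when adjusted over the list alone, and 8 and 7 against the experiment's own untreated cultures. Of 21 aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 5 fell at 15 min and 6 at 30 min, where 1 rose. Adjusted over the list alone 7 and 8 fell and 2 rose each time. Against the own untreated cultures 4 fell and 1 rose at 15 min, but 5 fell and 5 rose at 30 min. tyrS, which charges tyrosine, was 8.3-fold lower at 30 min (log2 -3.05, SE 0.209, Bonferroni-adjusted p = 1.7e-09). Of 13 genes for fatty acid synthesis 3 fell at 30 min (5 adjusted over the list alone), fabA the most (log2 -2.06, SE 0.291). In all, 23 genes were up and 10 down at 5 min, 127 and 107 at 15 min, and 272 and 228 at 30 min, a 15.2-fold increase in their sum from 5 to 30 min. Against the experiment's own untreated cultures the counts were 21 and 10, 158 and 164, and 334 and 308, or 20.7-fold. More genes were down than up with DESeq2, 123 up and 177 down at 15 min and 276 and 301 at 30 min. The same held with the most abundant genes left out of library sizes (108 and 128, 227 and 256). Fits of the compared groups alone gave 106 genes at 15 min and 314 at 30 min, and the count at 15 min was 149 without its replicate C. The number down at 15 min was 55 without replicate B and 58 without C, and the number up at 5 min was 15 without its replicate C. In 84 splits of the 9 libraries, the highest other count was 28 against 234 at 15 min and 48 against 500 at 30 min, so chance can be excluded. At 5 min 2 of 84 splits gave as many as the real 33, the real one included. The other gave 39, with the 3 untreated libraries of the HOCl experiment set against the rest. A difference between the experiments can thus give a count of this size, and the splits do not exclude it. The own untreated cultures gave 31.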

As shown in Fig. 2 and Table S2, the response to H_2_O_2_ involved roughly equal numbers of up- and downregulated genes (2-fold more upregulated at 5 min, 1.4-fold more downregulated at 15 min, and 1.1-fold more downregulated at 30 min), with an increase in the number of genes with significant changes in expression over the 30-min course of stress treatment (from 35 at 5 min to 557 at 30 min, a 16-fold increase). In contrast, HOCl treatment caused 2- to 3-fold more genes to be upregulated than downregulated at all time points, and there was a smaller increase in the number of genes with significant changes in gene expression over time (from 78 at 5 min to 148 at 30 min, a 2-fold increase), consistent with the very high reaction rate of HOCl with biological molecules (22, 27, 62). 

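With HOCl malT, a predicted sugar transporter, rose 19.9-fold at 5 min (log2 4.32, SE 0.312; 3.55 without HOCl 5 min replicate C) and 16.1-fold at 30 min. malY, a second predicted sugar transporter, rose 9.12-fold at 15 min (log2 3.19, SE 0.195, n = 3 against 6). malT2 LAR_RS08595, another, rose 10.9-fold at 30 min (log2 3.44, SE 0.357, Bonferroni-adjusted p = 9.3e-06). Of 5 genes for malate and fumarate metabolism, 2 rose at 15 min and 4 at 30 min, or 4 at both times adjusted over the list alone, and 2 at both times against the own untreated cultures. Among them was mleS, the malolactic enzyme, 2.83-fold at 30 min (log2 1.50, SE 0.147). The genes that fell include lacS LAR_RS09365, annotated as a sugar transporter subunit, 3.49-fold at 15 min (log2 -1.80, SE 0.215), and tpiA LAR_RS01225, a glycolytic isomerase, 3.78-fold at 30 min. HOCl changed 61 genes at 5 min (54 up, 7 down), 149 at 15 min (112 and 37) and 132 at 30 min (107 and 25), so 7.71, 3.03 and 4.28 genes were up for each that was down. Against the untreated cultures of the HOCl experiment alone, the counts were 102 (77 and 25), 158 (113 and 45) and 138 (108 and 30), and the ratios 3.08, 2.51 and 3.6. The count grew 2.16-fold from 5 to 30 min with all untreated cultures and 1.35-fold with the own ones. A Benjamini-Hochberg p under 0.05 gave 94 genes at 5 min. With one replicate of the same group left out, 3 or 4 genes were down at 5 min (11 without HOCl 15 min replicate C) and, without A or B, 14 at 30 min. No other of 84 splits gave as many (39, 45 and 47 at most), which excludes chance.

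**Figure D1:**
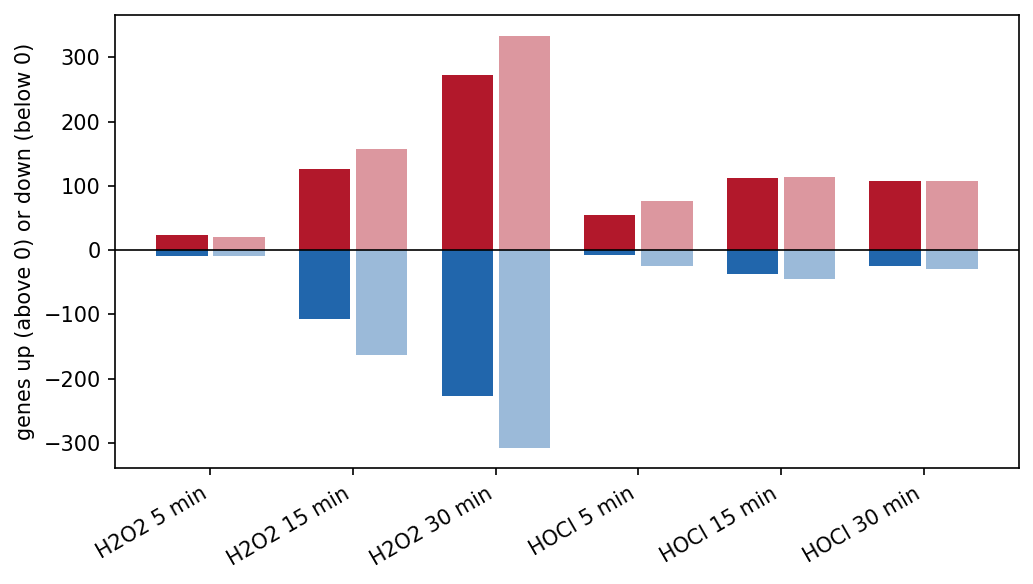
Genes up (red, above 0) and down (blue, below 0) over 2-fold at a Bonferroni p under 0.01 in each of the 6 comparisons, n = 3 treated libraries each. Full colour: against all 6 untreated libraries. Pale colour: against the 3 untreated libraries of the same experiment.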

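In a principal-component analysis of the deposited log2 normalized counts of 24 libraries, component 1 held 44% of the variance and component 2 held 19.9%. H2O2 moved the libraries along component 1, from a mean of -16.6 untreated to -4.7, 16.3 and 33.5 at 5, 15 and 30 min (n = 3 each). HOCl moved them along component 2, from -6.23 untreated to 6, 15.4 and 15.6. Neither oxidant kept to 1 component. On component 3, with 13.3% of the variance, HOCl went from 13.2 untreated to -5.75, -4.36 and 3.6. H2O2 went from 5.28 to -6.99, -14 and 9.02 there, and on component 2 from -12.9 untreated to 0.943 at 30 min. The mean profiles of the 2 oxidants lay 22.5 log2 units apart at 5 min, 34.4 at 15 min and 43.6 at 30 min, while replicates within treated groups lay 13.1 to 21.3 apart. The untreated cultures of the 2 experiments were already 22.3 apart, about as far as the oxidants at 5 min. The spread was widest at 15 min of H2O2, whose libraries ran from 7.15 to 25.6 on component 1. At that time thrS, which charges tRNA with threonine, was 2.32-fold lower at 15 min (log2 -1.21, SE 0.141). cydA, the other subunit of the bd oxidase, rose 3.19-fold (log2 1.67, SE 0.143), against 0.33 at 15 min of HOCl, which did not pass.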

The differences between the H_2_O_2_ and HOCl stress responses were also reflected in principal-component analysis of the transcriptomic data (Fig. S2A), which clearly separated the H_2_O_2_- and HOCl-treated samples. 

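Single genes differed between the untreated cultures of the 2 experiments. Of those for deoxyribonucleoside breakdown, 4 were higher in the H2O2 experiment: deoC (log2 difference 1.24, SE 0.182), deoD (1.16, SE 0.114), deoB LAR_RS00570 (1.06, SE 0.174) and pdp (1.01, SE 0.143). The arabinose transporter araE was higher too (1.50, SE 0.178), as was LAR_RS09900, a predicted heme-binding protein (2.49, SE 0.245). Genes higher in the HOCl experiment include epsA and rfbB of exopolysaccharide synthesis (2.06, SE 0.223, and 1.90, SE 0.221) and the zinc transporter genes znuA (1.57, SE 0.146) and znuC (1.26, SE 0.142). In all, 45 genes passed in edgeR's test over 2-fold (n = 3 each), 30 higher in the H2O2 experiment and 15 in the HOCl experiment. DESeq2 gave 80, and the count was 25 without replicate A of the untreated HOCl libraries. Apart from deoC, deoD, deoB and pdp, the genes here were picked after their values were seen. The 2 mean profiles lay 22.3 apart as a Euclidean distance in log2 over all genes. Single replicates lay 13.9 (HOCl experiment) and 11.5 (H2O2 experiment) apart on average. The 10 possible splits are too few for a share under 0.05.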

The untreated samples from the two experiments did not cluster as closely together as we expected, since these samples were ostensibly identical. To determine whether this reflected batch effects (possibly due to variations in the growth medium, as mentioned above) or inherent variation in expression levels for particular genes, we selected representative genes that had the same or significantly different levels of expression (*n* = 3 each) in the untreated samples from the two transcriptome sequencing (RNA-seq) data sets (Fig. S2B and Table S1) and used quantitative reverse transcription-PCR (qRT-PCR) to measure their expression in independently prepared unstressed L. reuteri cultures. We found that the amounts of variation in expression were similar for all six genes analyzed, with no significant differences between experiments (Fig. S2C). 

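The choice of untreated group matters most for genes whose untreated levels differ. malR3, a predicted repressor of maltose use, stood at 815 ± 115 CPM in the untreated cultures of the H2O2 experiment and at 206 ± 61.7 in those of the HOCl experiment (n = 3 each, Bonferroni-adjusted p = 0.00239). After 30 min of H2O2 its log2 fold change was -2.79 (SE 0.535, adjusted p = 0.104) against all 6 untreated libraries. Against the experiment's own 3 it was -3.47 (adjusted p = 8.7e-07). deoC, the deoxyribose phosphate aldolase, gave -1.72 (SE 0.307, adjusted p = 0.0314) with all and -2.21 (adjusted p = 1.1e-07) with its own. For ahpF, the reductase subunit of alkyl hydroperoxide reductase, the untreated level hardly differed, 300 ± 12.6 against 362 ± 17.3. Of the genes called with all 6 untreated libraries, those also called with the own 3 numbered 27, 206 and 474 at 5, 15 and 30 min of H2O2, and 57, 130 and 118 for HOCl.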

To minimize the effect of the differences between untreated samples from the H_2_O_2_ and HOCl RNA-seq experiments, all of the untreated samples from both experiments (*n* = 6) were considered a single group for the DeSeq2 analyses of RNA-seq data.

**FIG 2:**
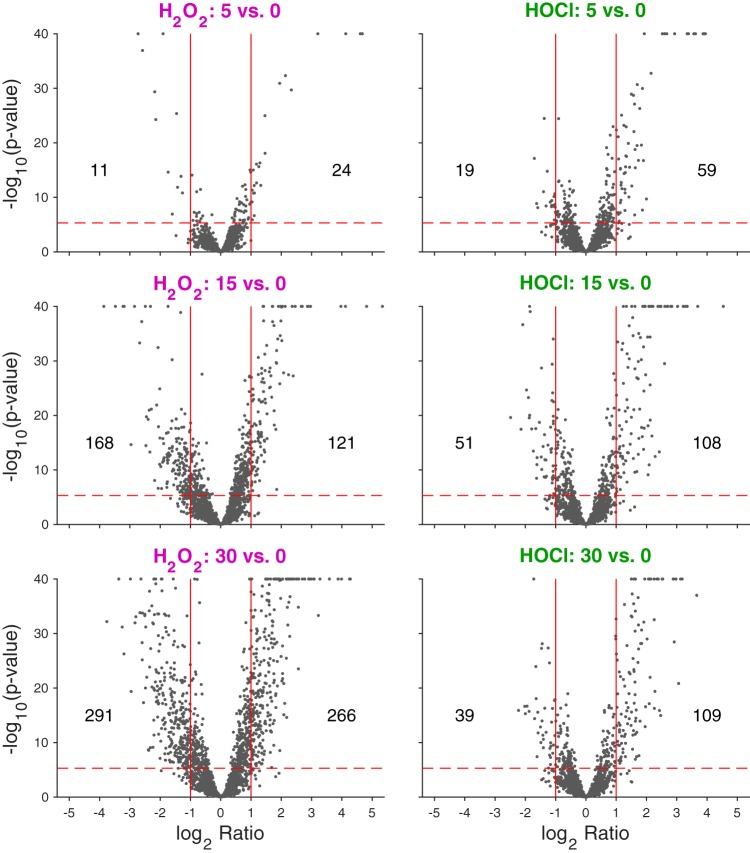
Volcano plot of log_2_ fold changes in gene expression after stress treatment. −Log_10_ *P* values are plotted against log_2_ fold changes in gene expression in anaerobically grown L. reuteri ATCC PTA 6475 treated with 0.12 mM H_2_O_2_ (left plots) or 1.25 mM HOCl (right plots) 5, 15, and 30 min after stress treatment (rows). Solid red vertical lines indicate 2-fold up and down changes relative to baseline. The horizontal red dashed line corresponds to a Bonferroni-corrected *P* value of 0.01; numbers of genes below this value (above dashed line) and with changes greater than 2-fold (up or down) are indicated on the plots. −Log_10_ *P* values >40 are set to 40 for these visualizations. See Table S2 in the supplemental material for a full list of genes whose expression changed significantly under any treatment condition.

10.1128/mSystems.00453-19.3 FIG S2 Differences in gene expression between untreated cells in RNA-seq analysis of H_2_O_2_- and HOCl-treated cells are probably due to batch effects, not inherently high variability in expression of those genes. (A) Principal-component analysis showing transcriptional response trajectories following treatments. The first two principal components are shown computed based on all 2,010 genes for all 24 samples of anaerobically grown L. reuteri treated with H_2_O_2_ (purple symbols) or HOCl (green symbols) at 5, 15, and 30 min after stress treatment (gray symbols). Lines connect means of replicates at each treatment and time point (*n* = 3) and baseline (*n* = 6). (B) Log_2_ normalized counts of selected genes from RNA-seq of untreated cells from H_2_O_2_ and HOCl stress experiments (Table S1) (*n* = 3, means ± SDs). Asterisks indicate corrected *P* values (ns, *P* > 0.05; *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001) for the comparison of log_2_ normalized counts from the two experiments. (C) L. reuteri ATCC PTA 6475 was grown anaerobically at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C for treatment with the indicated oxidants (see Fig. 3). Expression of the indicated genes in untreated samples from each of these experiments was measured by quantitative RT-PCR (*n* = 3, means ± SDs), with each threshold cycle (*C_T_*) normalized to that of 16S rRNA (*rsmB*) (E. S. Friedman, K. Bittinger, T. V. Esipova, et al., Proc Natl Acad Sci U S A 115:4170–4175, 2018, https://doi.org/10.1073/pnas.1718635115). Two-way ANOVA with Holm-Sidak’s multiple-comparison correction indicated no significant differences (*P* > 0.05) between Δ*C_T_* values for each experiment for any tested gene. Download FIG S2, EPS file, 1.6 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00453-19.7 TABLE S1 Results of RNA sequencing of H_2_O_2_- and HOCl-treated anaerobically grown cultures of L. reuteri. Columns A to I contain identifying information and annotation for each of the 2,010 genes in the L. reuteri ATCC PTA 6475 genome. Columns J to AG contain raw counts from RNA sequencing for each gene under baseline (0 min, untreated), HOCl (5, 15, and 30 min), or H_2_O_2_ (5, 15, and 30 min) stress. Columns AH to BE contain log_2_ transformed normalized counts for each condition. Columns BF to CC contain rlog normalized counts for each condition. Columns CD to CI contain average log_2_ fold changes in gene expression relative to baseline at each time point (5, 15, and 30 min) for HOCl- and H_2_O_2_-stressed samples. Columns CJ to CO and CP to CU contain *P* values and Bonferroni-corrected *P* values, respectively, for the significance of the log_2_ fold changes in gene expression. Download Table S1, XLSX file, 2.5 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00453-19.8 TABLE S2 Genes whose log_2_ ratio was >1 or <−1 and adjusted *P* values were <0.01 for comparisons of any timepoint versus 0 min for both H_2_O_2_ and HOCl. Columns A and C indicate the time point under consideration, columns A and B indicate the stressor, column D indicates the direction of regulation (either up or down relative to expression at 0 min), and columns E and F indicate the gene. For detailed gene expression and log_2_ fold change values for each gene, see Table S1. Download Table S2, DOCX file, 0.1 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We next used qRT-PCR to validate our RNA-seq results (Fig. 3). 

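Both oxidants raised ahpF, the subunit that reduces the peroxiredoxin AhpC. It rose 18.8-fold (log2 4.24, SE 0.165), 30.8-fold and 21.1-fold after 5, 15 and 30 min of H2O2, and 6.38-fold (SE of log2 0.159), 4.86-fold and 2.64-fold with HOCl (n = 3 against 6). The rise was larger with H2O2 at each time (log2 difference 1.83, 2.93 and 3.28). pcl1, a predicted iron transporter, rose 28-fold, 19.5-fold and 4.34-fold with H2O2 and 11.5-fold, 7.79-fold and 2.4-fold with HOCl, where the SE of log2 ran from 0.209 to 0.211. moeB, of molybdopterin synthesis, was 3.78-fold (log2 -1.92, SE 0.139) and 5.09-fold lower after 5 and 15 min of H2O2, and then rose 3.01-fold at 30 min. With HOCl moeB stayed lower, 2.56-fold, 3.54-fold and 2.71-fold at the 3 times. Against the own untreated cultures the log2 values were 4.38, 5.09 and 4.54 for ahpF with H2O2, and -1.73, -2.16 and 1.78 for moeB. The call on pcl1 at 30 min of HOCl (edgeR, Bonferroni-adjusted p = 0.00978) ends with the own untreated cultures (adjusted p = 0.406), with median-of-ratios scaling (adjusted p = 0.0144) and without any of 18 single libraries. The study chose these 3 genes on the same samples.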

We examined two genes strongly activated by both H_2_O_2_ and HOCl (*ahpF* and *pcl1*, encoding alkylhydroperoxidase and a predicted iron transporter, respectively) and a gene repressed by both oxidants (*moeB*, encoding a subunit of molybdopterin synthase [63]) (Table S1) and confirmed the expected expression patterns. 

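perR, the peroxide-sensing repressor, rose 5.45-fold after 5 min of H2O2 (log2 2.45, SE 0.184, 1820 ± 190 against 333 ± 106 CPM, n = 3 and 6) and 5.13-fold after 15 min. At 30 min its log2 was 1.06 (adjusted p = 0.0185). With HOCl it rose 2.22-fold at 5 min (log2 1.15, SE 0.185), and the values at 15 and 30 min, 0.65 and -0.33, did not pass. sigH, a sigma factor that directs RNA polymerase, fell at each time of H2O2: 2.73-fold (log2 -1.45, SE 0.206), 6.41-fold and 11.1-fold (SE 0.233). Untreated perR differed between the experiments, 427 ± 37.2 with H2O2 and 239 ± 21.2 with HOCl. Against the own untreated cultures perR gave 2.09 and 2.00 at 5 and 15 min of H2O2, and 1.63 (adjusted p = 5.9e-08) and 1.13 (adjusted p = 4.0e-05) at 5 and 15 min of HOCl. The edgeR call at 5 min of HOCl (Bonferroni-adjusted p = 0.00607) ends with median-of-ratios scaling (adjusted p = 0.0273) and without any of 15 single libraries. That of sigH at 5 min of H2O2 ends without its replicate C (adjusted p = 0.0141).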

RT-PCR of the redox-responsive *perR* and *sigH* genes, encoding predicted transcription factors, also recapitulated the expression patterns seen in RNA-seq. 

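rsiR, a regulator of histamine synthesis in this strain, stayed under 2-fold in all 6 comparisons. It rose 1.81-fold after 15 min of H2O2 (log2 0.86, SE 0.107, 112 ± 10.6 against 61.8 ± 3.31 CPM, n = 3 and 6) and 1.65-fold after 30 min. With HOCl it rose 1.69-fold after 30 min (log2 0.76, SE 0.107). At 5 min its log2 was 0.30 with H2O2 and 0.12 with HOCl, and 0.55 at 15 min of HOCl (adjusted p = 0.0853). No difference between the oxidants passed (log2 0.12, 0.25 and -0.09). The 3 calls by edgeR had Bonferroni-adjusted p = 1.3e-04, 0.00163 and 8.6e-04. Each ends without one library: at 15 min of H2O2 without its replicate C (adjusted p = 0.0117), at 30 min without replicate B (adjusted p = 0.0697) or with the own untreated cultures (adjusted p = 0.0285), and at 30 min of HOCl without replicate B (adjusted p = 0.0365).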

Finally, we examined expression of *rsiR*, a known regulator of anti-inflammatory mechanisms in L. reuteri ATCC PTA 6475 (34, 35) that has also been reported to regulate some redox response genes (35), and we confirmed that its expression is not regulated by either H_2_O_2_ or HOCl.

**FIG 3:**
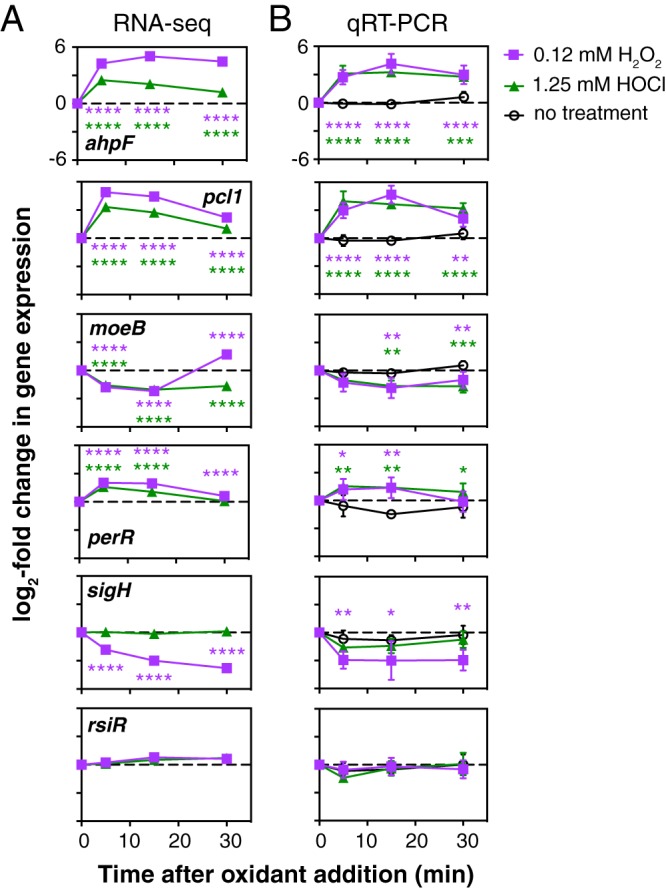
qRT-PCR validation of RNA-seq results for selected genes. (A) Log_2_ fold change in gene expression for *ahpF* (LAR_RS05795), *pcl1* (LAR_RS08080), *moeB* (LAR_RS05335), *perR* (LAR_RS06970), *sigH* (LAR_RS04695), and *rsiR* (LAR_RS05165), from RNA-seq experiments (Table S1). Bonferroni-corrected *P* values comparing each time point to expression at 0 min (untreated samples) are indicated (****, *P* < 0.0001). (B) L. reuteri ATCC PTA 6475 was grown anaerobically at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C and then treated with the indicated concentrations of H_2_O_2_ or HOCl or not treated (*n* = 3, means ± SDs). qRT-PCR was used to measure log_2_ fold changes in expression for each gene at the indicated time points. Two-way ANOVA with Holm-Sidak’s multiple-comparison test was used to determine differences between H_2_O_2_- or HOCl-treated samples and untreated samples at each time point (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).

To further characterize the differences and overlaps between the H_2_O_2_ and HOCl stress responses of L. reuteri, we plotted changes in gene expression under each tested condition against each other condition (Fig. 4 and Table S2). There were 78 genes that were upregulated (at at least one time point) by both stressors (287 for H_2_O_2_ and 133 for HOCl) and 40 genes that were downregulated (at at least one time point) by both stressors (346 for H_2_O_2_ and 69 for HOCl). 

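The genes that rose with both oxidants include LAR_RS04235, possibly of Fe-S cluster assembly, 8.37-fold at 15 min of H2O2 and 6.94-fold at 15 min of HOCl (log2 3.06, SE 0.164, and 2.79, SE 0.163). LAR_RS08820, annotated as a hydroxysteroid dehydrogenase, rose 6.82-fold and 5.53-fold, and LAR_RS03125, of a thioredoxin superfamily, 5.33-fold and 5.73-fold. Genes that fell with both include rbsP, a predicted sugar symporter, 4.5-fold at 30 min of H2O2 and 2.53-fold at 30 min of HOCl (SE of log2 0.182 and 0.174). LAR_RS05300, a predicted permease, was 5.65-fold and 3.56-fold lower at 15 min. In all, 77 genes were up over 2-fold at some time with both oxidants (291 with H2O2, 132 with HOCl) and 20 were down with both (268 and 45). Unrelated lists of these sizes would share 19.2 and 6.04 genes. Because the same untreated libraries serve both lists, groups without any change were simulated with shared controls, and these shared 0 genes at most in 20 runs. Such groups give almost no calls, so this leaves open how far shared libraries add to an overlap of real responses. Against each experiment's own untreated cultures, which are not shared between the lists, 78 genes were up and 23 down with both. Unrelated lists of those sizes would share 26.5 and 11.4. Of the 78 and 23 genes, 70 and 19 are in the pooled counts. DESeq2 gave 43 genes down with both, and a Benjamini-Hochberg p under 0.05 gave 51. In 100 regroupings of the libraries the highest counts were 0 up and 1 down. Regrouped libraries also give almost no calls, so this excludes chance only for groups without any response.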

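The genes with opposite responses at the same time belong largely to 1 region around nitrate reductase. At 30 min LAR_RS05455, a hypothetical protein, rose 3.03-fold with H2O2 (log2 1.60, SE 0.148) and was 3.1-fold lower with HOCl (log2 -1.63, SE 0.169, n = 3 against 6). Its neighbour LAR_RS05460 rose 2.7-fold and was 3.1-fold lower. moaE, of molybdenum cofactor synthesis, rose 3.96-fold (SE of log2 0.166) and was 2.19-fold lower. narG, the catalytic subunit of nitrate reductase, rose 2.22-fold and was 2.71-fold lower. A cysteine synthase gene, cysK LAR_RS08300, went the other way, 3.01-fold lower with H2O2 and 3.22-fold higher with HOCl. The others are moeB and the pair LAR_RS02610 and LAR_RS02615, which is named after its values were seen. This gives 10 pairs of gene and time from 8 genes over 2-fold, or 12 genes with the own untreated cultures. The calls on narG (adjusted p = 0.00427) at 30 min of H2O2, moaE at 30 min of HOCl (adjusted p = 0.00929) and cysK LAR_RS08300 at 30 min of H2O2 (adjusted p = 0.00613) end without 8, 17 and 10 single libraries (p up to 0.265, 0.17 and 0.103). narG at 30 min of HOCl is lost without replicate A (adjusted p = 0.0222), and cysK LAR_RS08300 with the own untreated cultures (adjusted p = 0.0343).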

As shown in Fig. 4, there were 12 genes (11 unique) that had reciprocal responses at the same time point (see diagonals of gray-outlined plots in Fig. 4). 

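Opposite responses at different times add 4 genes. narK, a nitrate and nitrite antiporter, rose 3.1-fold after 30 min of H2O2 (log2 1.63, SE 0.161) and was 2.9-fold lower after 15 min of HOCl (log2 -1.53, SE 0.182, n = 3 against 6). moaD, of molybdenum cofactor synthesis, rose 3.43-fold and was 3.71-fold lower at the same times. metA, of methionine synthesis, fell after 30 min of H2O2 (log2 -1.54, SE 0.199) and rose 2.61-fold after 5 min of HOCl. A second cysteine synthase gene, cysK LAR_RS09480, was 3.5-fold lower after 30 min of H2O2 (log2 -1.81, SE 0.174) and 2.47-fold higher after 15 min of HOCl. This makes 12 genes up with one oxidant and down with the other, where 24.3 would arise from unrelated lists of these sizes. In 100 regroupings of the libraries and 20 simulations of unchanged groups the highest count was 0, since such groups give almost no calls. The 12 genes are therefore no more than unrelated responses would give. Against each experiment's own untreated cultures 30 genes had opposite responses, where unrelated lists of those sizes would give 37.7. Of the 30, 11 are in both counts. A Benjamini-Hochberg p under 0.05 gave 26.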

In general, there were 16 unique genes that were up in at least one time point in H_2_O_2_ and down in at least one time point in HOCl (or vice versa). Furthermore, there were 73, 282, and 531 genes at 5, 15 and 30 min, respectively, that were significantly changed (*P*_Bonf_ < 0.01, 2-fold up or down) with one stressor but not the other, all of which suggests that, despite lacking homologs of known HOCl-sensing transcription factors (22, 53–55, 64, 65), L. reuteri has a sophisticated ability to distinguish between H_2_O_2_ and HOCl and differentially control transcription. This is consistent with results with E. coli and Bacillus subtilis, in which H_2_O_2_ and HOCl stress responses partially overlap but have substantial oxidant-specific components (22, 27, 56, 62, 66). 

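ycnB, a predicted transporter next to perR, rose 9.92-fold after 5 min of H2O2 (log2 3.31, SE 0.178), while its log2 was 0.58 with HOCl. These values are against all untreated libraries. The differences given here set each oxidant against its own untreated cultures, and that of ycnB was 3.50 (SE 0.207, Bonferroni-adjusted p = 7.8e-11). After 30 min of HOCl nplT LAR_RS08590, a predicted neopullulanase, rose 8.99-fold (log2 3.17, SE 0.262), against -0.23 with H2O2 (difference -3.62, SE 0.479). preA, of pyrimidine breakdown, was 6.9-fold lower after 15 min of H2O2 (log2 -2.79, SE 0.254; difference -2.26). Genes over 2-fold with one oxidant and not the other numbered 56 at 5 min (14 with H2O2, 42 with HOCl), 235 at 15 min (160 and 75) and 482 at 30 min (425 and 57). Genes called with both numbered 19, 74 and 75. A gene can pass with one oxidant and narrowly miss with the other, so the difference itself was tested. It passed for 24, 76 and 280 of these genes, or 42.9%, 32.3% and 58.1%. The study proposes from such counts that L. reuteri can tell the 2 oxidants apart and control its genes accordingly. DESeq2 gave 116 genes with a difference at 5 min, and edgeR 42 without replicate A of the untreated HOCl libraries.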

Cluster analysis of genome-wide expression patterns (Fig. 5) reinforced this result, and we were able to identify genes whose expression was controlled in very similar ways by the different oxidants as well as groups of genes with very different expression patterns in response to H_2_O_2_ and HOCl, including, for example, *cgl* and *cyuABC*, which encode a previously characterized cysteine-dependent redox stress response pathway (50). 

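cgl, a cystathionine gamma-lyase, rose 6.84-fold after 30 min of HOCl (log2 2.77, SE 0.349, 1040 ± 464 against 152 ± 78.9 CPM, n = 3 and 6). The cystine transporter genes beside it rose too: cyuA 6.5-fold, cyuB 5.58-fold and cyuC 4.82-fold (SE of log2 0.326, 0.291 and 0.252). After 30 min of H2O2 the log2 values of cgl and cyuABC against all 6 untreated libraries were -1.61, -1.33, -1.12 and -1.40, and none passed. Their untreated levels were lower in the H2O2 experiment by log2 -1.35, -1.34, -1.31 and -1.16 (those of cgl and cyuA did not pass). The values against all 6 are therefore lower than those against its own untreated cultures. The 2 oxidants differed at 30 min by -3.04, -2.68, -2.29 and -2.50 (Bonferroni-adjusted p = 0.00193, 0.00112, 1.4e-04 and 2.2e-06). These 4 genes belong to 17 for cysteine and methionine synthesis and uptake. Of these, 3, 3 and 6 rose at 5, 15 and 30 min of HOCl (4, 3 and 11 adjusted over the list alone), and none fell by edgeR, by DESeq2 or at an unadjusted p under 0.05. With H2O2, 1, 1 and 2 rose and 0, 3 and 6 fell (1, 2 and 2 rose and 0, 6 and 9 fell adjusted over the list alone). luxS, of methyl cycle recycling, fell at 30 min (log2 -1.98, SE 0.217). At 30 min 12 of the 17 were higher with HOCl and 1 with H2O2. The study picked cgl and cyuABC on these samples. Untreated cyuB and cyuC were higher in the HOCl experiment, and against its own untreated cultures the 4 genes gave 2.25, 2.18, 1.97 and 1.80 and still passed.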

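Of 12 tested genes for nitrate reductase and its molybdopterin cofactor, 6 fell at 5 min and 6 at 15 min of H2O2, and 7 rose at 30 min (8, 9 and 9 adjusted over the list alone). At 30 min narI and narJ were still lower at an unadjusted p under 0.05 (log2 -0.77, SE 0.227, and -0.49, SE 0.233) and did not pass. With HOCl 1, 9 and 9 fell (5, 12 and 12), and none rose by edgeR, DESeq2 or an unadjusted p under 0.05. moaD was 4.63-fold lower at 5 min of H2O2 (log2 -2.21, SE 0.226) and -3.37 in log2 at 15 min. moaE reached 4.5 ± 0.188 CPM at 15 min and 186 ± 71.7 at 30 min, from 46.9 ± 9.59 untreated (n = 3, 3 and 6). At 30 min 9 of the 12 were higher with H2O2 than with HOCl, with a median log2 difference of 2.34. Of these genes the study shows moeB and moaD, a choice made on the same samples. thrS was 6.29-fold lower at 30 min of H2O2 (log2 -2.65, SE 0.154) and -0.04 in log2 with HOCl (difference -2.57). Of 6 genes for deoxyribonucleoside breakdown, 4 fell at 15 min and 5 at 30 min of HOCl (5 and 5 adjusted over the list alone, 4 and 4 against the own untreated cultures). deoD, a purine nucleoside phosphorylase, was 4.22-fold lower at 30 min, or log2 -1.39 in place of -2.08 (SE 0.262) against the own untreated cultures. With H2O2 1 member, deoB LAR_RS00570, fell at 30 min (log2 -1.65, 3 and 5 fell at 15 and 30 min adjusted over the list alone, 3 and 4 against the own untreated cultures, 1 and 4 by DESeq2). For the difference between the oxidants 0 of the 6 passed at 15 and 30 min by edgeR, 1 and 0 by DESeq2, and 3 each at an unadjusted p under 0.05. That call (adjusted p = 0.00757) ends without any of 18 single libraries. copA2, annotated as a copper-transporting ATPase, rose 15.9-fold at 5 min of HOCl (log2 3.99, SE 0.115), 9.89-fold at 15 min, and 2.03-fold at 15 min of H2O2. copA2 and copA3 (490410 to 490787 and 490787 to 491074) are short genes directly beside the longer copA (491074 to 493011).

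**Figure D2:**
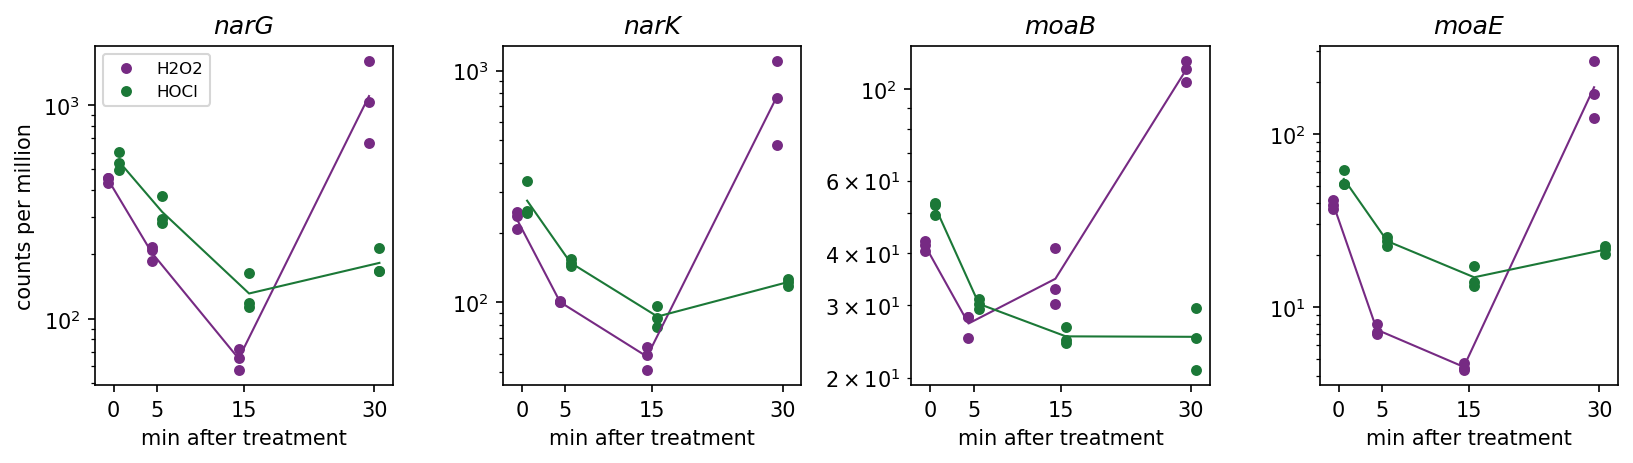
CPM of narG, narK, moaB and moaE in each library over time, on a log scale. Purple: H2O2 experiment. Green: HOCl experiment. Points are libraries (n = 3 at each time), lines join means.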

Examples of genes with distinct patterns of regulation are illustrated in the rightmost columns of Fig. 5.

**FIG 4:**
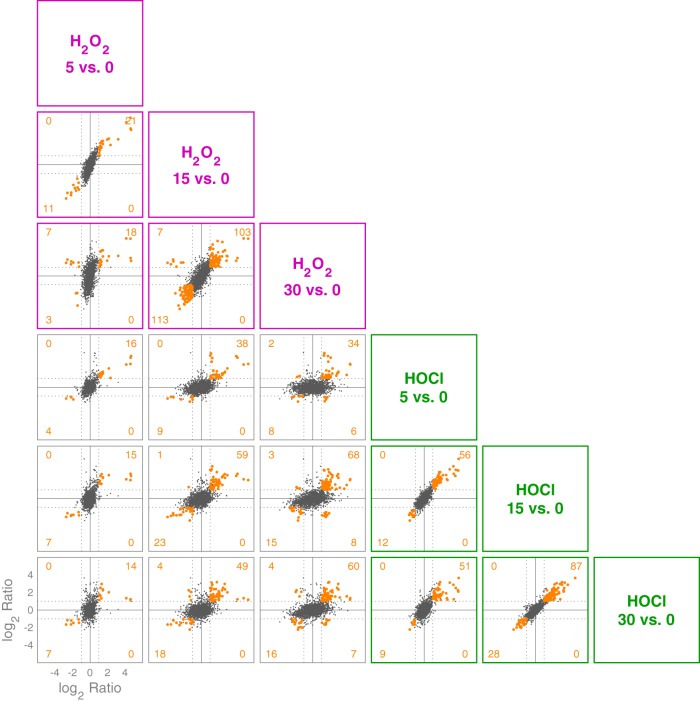
Trellis plot comparing log_2_ ratios for pairs of pairwise comparisons. Each individual plot below the diagonal compares the log_2_ ratio of each gene of the treatment time point versus baseline pairwise comparison indicated by the column versus that indicated by the row. Those plots outlined in purple or green show fold changes of genes at different time points for either H_2_O_2_ or HOCl treatment, respectively. The remaining plots compare fold changes between the treatments. Orange data points represent those genes where the Bonferroni-corrected *P* value is <0.01 and the absolute value of the log_2_ ratio is >1 for both pairwise comparisons; numbers of these genes are indicated in each quadrant of each plot. See Table S2 for individual genes in each expression category.

**FIG 5:**
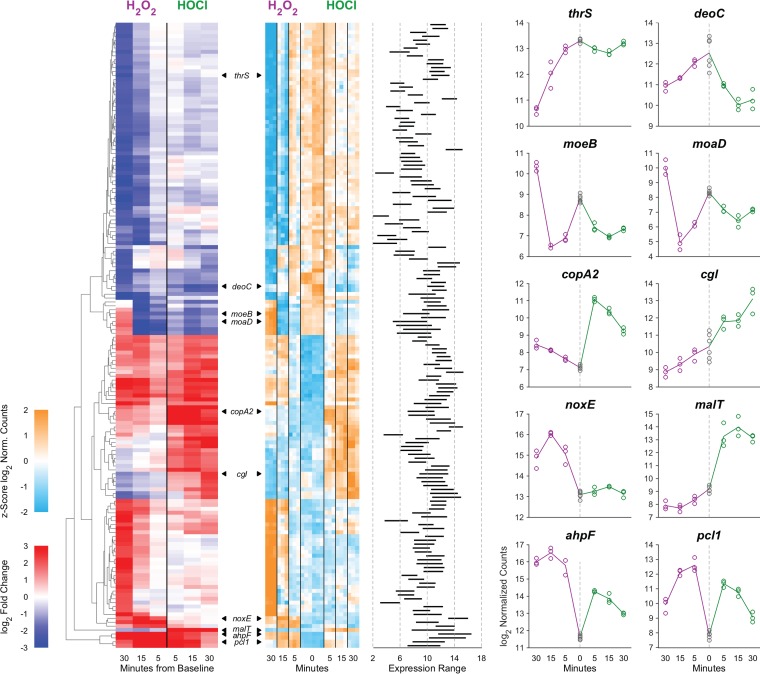
Cluster analysis of gene expression levels in anaerobically grown L. reuteri ATCC PTA 6475 treated with 0.12 mM H_2_O_2_ (purple) or 1.25 mM HOCl (green) 0, 5, 15, and 30 min after stress treatment (times plotted outward from the center for each panel). A total of 160 genes are shown that had a 4-fold change in expression and Bonferroni-corrected *P* value of <0.01 for at least one of the six treatment time point comparisons against baseline. The red-blue heat map at the left shows the fold changes (color) of these 160 genes (rows) for each of the six pairwise comparisons (columns). Clustering was performed to illustrate the diversity of response profiles rather than to establish a number of “canonical” patterns. Genes (rows) were hierarchically clustered based on Euclidean distance and average linkage. The second, teal-orange heat map shows the per-gene z-score (the number of SDs away from the mean of expression in the reference) of log_2_ normalized data of genes (in the same order) for each replicate of each treatment/time point and baseline (columns). The next plot shows the range of the log_2_ normalized expression data (of averaged replicates) for each of the genes. Expression data for 10 representative genes are plotted to the right (symbols, individual replicates; lines connect means of replicates). Called-out genes are *thrS* (LAR_RS09850), *deoC* (LAR_RS00565), *moeB* (LAR_RS05335), *moaD* (LAR_RS05395), *copA2* (LAR_RS02280), *cgl* (LAR_RS01550), *noxE* (LAR_RS00345), *malT* (LAR_RS00275), *ahpF* (LAR_RS05795), and *pcl1* (LAR_RS08080).

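Genes over 4-fold include LAR_RS05685 and LAR_RS05680, both annotated as AAA ATPases, which rose 11-fold (log2 3.46, SE 0.213) and 9.19-fold after 30 min of H2O2. guaA, a GMP synthetase, was 11.3-fold lower (log2 -3.50, SE 0.358) and brnQ, a carrier of branched-chain amino acids, 9.89-fold lower (log2 -3.31, SE 0.443, n = 3 against 6). With HOCl copA3, annotated as a copper-transporting ATPase, rose 9.89-fold at 15 min and 5.05-fold at 30 min (SE of log2 0.128 and 0.128). In all, 173 genes lay over 4-fold in at least one comparison: 121 passed with H2O2 and not with HOCl, 38 with HOCl and not with H2O2, and 14 with both, where the difference was not tested over these genes. By comparison they were 12, 46 and 112 at 5, 15 and 30 min of H2O2, and 14, 42 and 34 with HOCl. Against each experiment's own untreated cultures the count was 228. In 100 regroupings the highest was 7, which excludes chance only for groups without any response, since regrouped libraries give almost no calls. The call on brnQ (edgeR, Bonferroni-adjusted p = 7.0e-04) ends without any one of the 3 replicates of 30 min of H2O2 (adjusted p = 0.0127 to 0.0176).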

L. reuteri’s response to H_2_O_2_ was generally consistent with what has been previously observed with other catalase-negative Gram-positive bacteria (21, 23, 24, 31, 65, 67, 68). Highly upregulated genes included genes encoding alkylhydroperoxidase (*ahpCF*) (69), NADH oxidase (*noxE*) (70), and methionine sulfoxide reductase (*msrB*) (47), DNA repair genes (*uvrABD*, *xthA*, and *umuC*) (71), and genes for predicted metal transporters (*pcl1* and *pcl2*) and the peroxide-sensing transcription factor PerR (65). 

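All 4 genes listed for peroxide and oxygen detoxification rose at each time of H2O2, alone or when adjusted over the list alone, and 3 against the own untreated cultures at 30 min. ahpC, the peroxiredoxin, rose 26.7-fold at 5 min and 20.9-fold at 30 min (log2 4.74, SE 0.174, and 4.38, SE 0.172). noxE, the NADH oxidase that reduces oxygen to water, rose 4.02-fold, 7.77-fold and 3.52-fold (SE of log2 at most 0.159). msrB, a methionine sulfoxide reductase, rose 4.14-fold at 15 min and pcl2, a predicted iron transporter beside pcl1, 29.8-fold at 5 min and 3.46-fold at 30 min (SE of log2 0.139, 0.236 and 0.232). Of 38 genes for DNA repair and the SOS response, 3 rose at 5 min, 10 rose and 3 fell at 15 min, and 16 rose and 4 fell at 30 min (6, 12 with 4, and 20 with 5 adjusted over the list alone). Against the own untreated cultures 2, 13 and 20 rose. uvrB and uvrA LAR_RS02015, of nucleotide excision repair, rose 16.8-fold and 9.26-fold at 30 min (log2 4.07, SE 0.222, and 3.21, SE 0.18). Of the helicase genes named uvrD, LAR_RS07740 rose 4.48-fold (log2 2.16, or 2.75 against the own untreated cultures) and LAR_RS01045 fell (log2 -0.93, SE 0.107). xthA LAR_RS07020, an exonuclease of base excision repair, rose 4.09-fold at 15 min, and umuC, an error-prone polymerase, 5.23-fold at 30 min (Bonferroni-adjusted p = 1.1e-13). The study named these genes on the same samples, so their direction is not independent evidence.

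**Figure D3:**
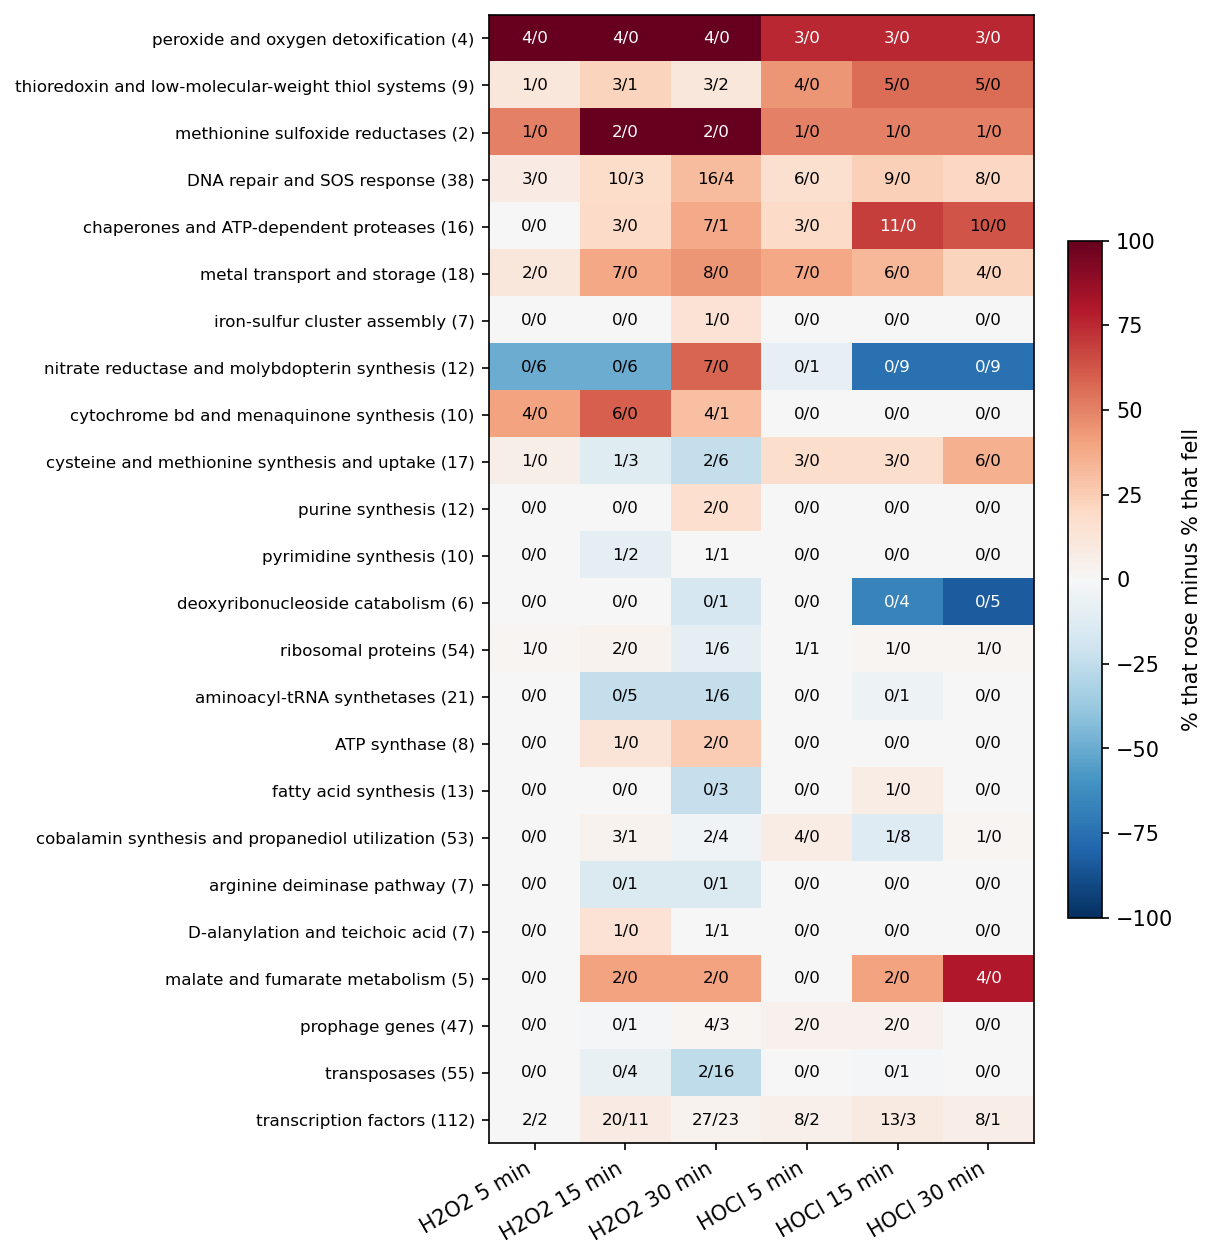
Members of the 24 gene lists that rose / fell in each of the 6 comparisons at a Bonferroni p under 0.01, with the number tested in brackets. Colour: percent of tested members that rose minus percent that fell.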

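Of 16 genes for chaperones and ATP-dependent proteases, 3, 11 and 10 rose at 5, 15 and 30 min of HOCl (9, 12 and 12 adjusted over the list alone, 5, 10 and 12 against the own untreated cultures). None fell by edgeR or DESeq2 (0, 1 and 1 at an unadjusted p under 0.05). groS and groL, of the GroEL chaperonin, rose 3.81-fold and 3.48-fold at 30 min (log2 1.93, SE 0.163, and 1.80, SE 0.132), and clpE, a Clp protease subunit, 2.96-fold. With H2O2 3 and 7 rose at 15 and 30 min and 1 fell at 30 min (5 and 10 rose adjusted over the list alone). At 5 min 0 rose and 0 fell by edgeR and DESeq2, while 4 rose and 4 fell at an unadjusted p under 0.05. Of 9 genes for thioredoxin and low-molecular-weight thiols, 4, 5 and 5 rose with HOCl (5 each time adjusted over the list alone). A test of the difference itself had 4, 5 and 5 of the 9 higher with HOCl, and 1 higher with H2O2 at 15 and at 30 min, but that of trxB LAR_RS01975 at 30 min did not pass (log2 -1.29, SE 0.297, Bonferroni-adjusted p = 0.527). trxB LAR_RS01975, a thioredoxin reductase, rose 11.2-fold at 15 min (log2 3.48, SE 0.18), and the thioredoxin genes trxA LAR_RS02850 and trxD rose 5.99-fold and 7.03-fold. With H2O2 1, 3 and 3 rose and 0, 1 and 2 fell (4 rose each time adjusted over the list alone). Of 18 genes for metal transport and storage 7, 6 and 4 rose with HOCl (7, 7 and 6 adjusted over the list alone) and 2, 7 and 8 with H2O2 (7, 7 and 10). The copper ATPase gene copA rose 13-fold at 5 min of HOCl (log2 3.70, SE 0.122) and the copper-sensing repressor gene copR 2.52-fold (SE of log2 0.142). Of pcl2 the rise at 5 min was 13.3-fold. Against the own untreated cultures 4 metal genes fell at 5 and at 15 min of HOCl, while against all 6 none did by edgeR, 1 at each time by DESeq2, and 5 and 3 at an unadjusted p under 0.05. cysK LAR_RS09480, a cysteine synthase, rose 2.4-fold at 5 min and metE2 LAR_RS09885, a methionine synthase, 3.23-fold at 15 min (log2 1.69, SE 0.129). The study named its genes on these samples.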

The response to HOCl was also, in broad strokes, similar to that of previously characterized bacteria (22), in that upregulated genes included those involved in proteostasis (*groSL*, *clpE*, and *hsp20/lo18*), metal stress (*pcl1*, *pcl2*, and *copAR*), thioredoxins (*trxABD*), and cysteine and methionine synthesis (*cysK* and *metE*). 

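Both oxidants raised oxc, an oxalyl-CoA decarboxylase: 6.69-fold and 8.04-fold at 15 and 30 min of H2O2 (SE of log2 0.18 and 0.18), and 7.52-fold and 8.55-fold with HOCl (SE 0.18 and 0.18, n = 3 against 6). No difference between the oxidants passed for oxc (log2 0.03, 0.26 and 0.34). ahpC rose 6.72-fold, 4.55-fold and 2.33-fold with HOCl, less than with H2O2 by log2 2.14, 3.45 and 3.31. msrB rose 2.64-fold, 3.38-fold and 2.65-fold with HOCl, and 2.52-fold and 3.24-fold at 5 and 30 min of H2O2. The difference between the oxidants was log2 -0.58 at 5 min (SE 0.177), which did not pass. The other reductase listed, msrA, rose at 15 and 30 min of H2O2 (log2 0.70 and 0.58, SE 0.0854 and 0.0848), in this list of 2 genes, and the call at 30 min ends with the own untreated cultures (0.53, SE 0.0965, adjusted p = 0.0348). Adjusted over the list alone both rose in all 6 comparisons. With HOCl 3 of the 4 genes for peroxide and oxygen detoxification rose at each time, with a median log2 of 2.02, 2.16 and 1.31, against 3.12, 3.95 and 3.1 with H2O2. pcl2 rose 6.61-fold at 15 min of HOCl and did not pass at 30 min (log2 1.01, Bonferroni-adjusted p = 0.772). The call on ahpC at 30 min of HOCl (edgeR, adjusted p = 4.7e-04) ends with the own untreated cultures (adjusted p = 0.0147).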

Genes upregulated by both stressors included not only *msrB*, *ahpCF*, *perR*, and the genes for predicted iron transporters (*pcl1* and *pcl2*) but also genes for a variety of predicted sugar and amino acid transporters and metabolic enzymes (*oxc*, encoding oxalyl-CoA decarboxylase [72], for example). These may represent responses to changes in the nutritional environment L. reuteri might encounter in the inflamed gut (6, 8).

### Redox-regulated transcription factors in L. reuteri.

While many bacterial transcription factors that respond to H_2_O_2_ and/or HOCl have been described, L. reuteri encodes only a few homologs of known H_2_O_2_-detecting transcription factors (e.g., PerR and VicK [24, 68]) and no close homologs of any of the known HOCl-detecting transcription factors (22, 53–55, 64, 65). This suggested that among the 102 predicted transcription factors encoded by the L. reuteri genome, there are likely to be novel redox-sensing regulators. 

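Of 112 tested genes whose annotation names a transcription factor or a sensor kinase, 62 rose or fell, at any fold, at some time with either oxidant. Of these 12 rose with both, 1 fell with both, 42 passed with H2O2 and not with HOCl and 7 with HOCl and not with H2O2. The difference between the oxidants itself passed for 7, 18 and 28 of the 112 at 5, 15 and 30 min. LAR_RS07980, a predicted TetR-type repressor, was 3.82-fold lower after 30 min of H2O2 (log2 -1.94, SE 0.138), and lacI, of the lactose operon, 7.83-fold lower (log2 -2.97, SE 0.273, n = 3 against 6). With HOCl LAR_RS08960, a predicted GntR-type regulator, was 3.7-fold lower at 15 min (log2 -1.89, SE 0.221). hrcA, the repressor of heat shock genes, rose 2.77-fold at 30 min of HOCl (log2 1.47, SE 0.165). vicK, a sensor kinase, fell at 30 min of H2O2 (log2 -0.56, adjusted p = 0.00631), a call that ends with the own untreated cultures (adjusted p = 0.027). With H2O2 2, 20 and 27 rose and 2, 11 and 23 fell at 5, 15 and 30 min (2, 24 and 31, and 2, 22 and 32 adjusted over the list alone). With HOCl 8, 13 and 8 rose and 2, 3 and 1 fell (14, 19 and 12, and 4, 8 and 7). Among all 1997 tested genes 40, 247 and 416 rose and 13, 146 and 294 fell with H2O2 at any fold. For HOCl these were 100, 165 and 145, and 16, 65 and 45, so such changes were not confined to regulators. By the authors' own class, 58 of 101 rose or fell at any fold, and 42 over 2-fold. Fits of the compared groups alone gave 30, and a Benjamini-Hochberg p under 0.05 gave 105. The highest of 100 regroupings was 2, which excludes chance only for groups without any response.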

To begin to assess this possibility, we performed cluster analysis of the expression of genes encoding transcription factors that showed a significant change with either stressor at any time point (*n* = 73) under both stress conditions (Fig. 6), reasoning that many bacterial transcription factors are autoregulated and that changes in expression of transcription factors are useful signposts for identifying regulatory stress response networks (53, 66, 73). 

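Regulator genes that rose with both oxidants include spxA, a redox-sensing regulator, 2.82-fold and 3.57-fold at 15 and 30 min of H2O2 and 2.86-fold, 2.99-fold and 2.27-fold with HOCl (SE of log2 0.16 at 30 min of H2O2, n = 3 against 6). LAR_RS09770, a predicted repressor with a winged helix, rose 2.32-fold, 5.78-fold and 7.29-fold with H2O2 and 3.13-fold, 6.51-fold and 6.19-fold with HOCl. kdgR, a repressor of sugar acid use, fell at 5 min of HOCl (log2 -0.67, SE 0.11) and gave -0.60 at 15 min of H2O2 (adjusted p = 0.0356). fabT, the repressor of fatty acid synthesis, fell at 30 min of H2O2 (log2 -1.12, SE 0.145) and gave -0.72 at 30 min of HOCl (adjusted p = 0.0913). LAR_RS07525, a predicted response regulator, rose 6.53-fold at 30 min of H2O2 (difference from HOCl 3.11, adjusted p = 1.3e-06). rex, an NADH-sensing repressor, fell at 15 min of H2O2 (log2 -1.12, SE 0.152; difference -1.89). copR differed at 5 min (log2 -1.92), higher with HOCl. For malR3, of maltose use, the log2 with HOCl was -1.44, -1.35 and -1.52, or -0.13, -0.04 and -0.21 against the own untreated cultures, and none passed. LAR_RS02755, a predicted XRE-type regulator, rose at 30 min of H2O2 (log2 0.56, SE 0.0762) and gave -0.41 at 5 min of HOCl (adjusted p = 0.0617). The edgeR calls on kdgR (Bonferroni-adjusted p = 0.0081, 0.0289 with the own untreated cultures), rex (adjusted p = 4.8e-04) and LAR_RS02755 (adjusted p = 4.3e-04) end without one library: any of 17 for kdgR, H2O2 15 min replicate B for rex (adjusted p = 0.0219) and H2O2 15 min replicate C for LAR_RS02755 (adjusted p = 0.0137).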

We found genes encoding predicted transcription factors whose expression was activated by both H_2_O_2_ and HOCl (e.g., *perR*, *spxA*, and LAR_RS09770), repressed by both H_2_O_2_ and HOCl (e.g., *kdgR* and *fabT*), activated only by H_2_O_2_ (e.g., *lexA* and LAR_RS07525), activated only by HOCl (e.g., *ctsR* and *copR*), repressed only by H_2_O_2_ (e.g., *sigH* and *rex*), and repressed only by HOCl (e.g., *malR3* and LAR_RS02755), indicating the presence of a complex regulatory response to both oxidants. Some of these regulators have known functions, which give useful insights into the *in vivo* effects of H_2_O_2_ and HOCl on L. reuteri. For example, only HOCl activated expression of *ctsR*, a conserved regulator of protein quality control in Gram-positive bacteria (74, 75), consistent with the known ability of HOCl to unfold and aggregate proteins (76, 77) and the activation of the heat shock response in many species of HOCl-stressed bacteria (22). On the other hand, only H_2_O_2_ activated expression of the DNA-damage responsive *lexA* regulator (71), consistent with the known ability of H_2_O_2_ to damage DNA (23) and suggesting that HOCl does not cause DNA damage at the concentration used in this experiment. However, most of the transcription factors in L. reuteri have no known function, and the expression patterns of many of these genes were affected by the redox stress treatments. For example, the only alternative sigma factor (78) encoded in the L. reuteri genome (*sigH*) was downregulated strongly by H_2_O_2_ but unaffected by HOCl. 

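ctsR, the repressor of protein quality control genes, had a higher response to HOCl than to H2O2 at each time, each against its own untreated cultures. The log2 difference of ctsR, H2O2 minus HOCl, was -1.36 (SE 0.162), -1.69 and -1.29 (Bonferroni-adjusted p = 4.9e-05, 1.2e-06 and 1.2e-04, n = 3 each). Against all 6 untreated libraries its log2 with HOCl was 0.79 at 5 min (SE 0.138, edgeR adjusted p = 0.0178), 0.73 at 15 min and 0.42 at 30 min, and none passed. Against the untreated cultures of the HOCl experiment, ctsR rose at each time (log2 1.09, 1.03 and 0.72, adjusted p = 5.2e-06, 1.6e-05 and 0.00442). Its untreated level was 70.9 ± 2.56 CPM there and 104 ± 4.8 in the H2O2 experiment. With H2O2 ctsR gave -0.01, -0.41 and -0.32. clpC, encoded beside ctsR, rose 1.85-fold at 5 min and 1.86-fold at 15 min of HOCl (SE of log2 0.11 and 0.11). Among other genes of protein quality control, dnaK, a chaperone, rose 2.63-fold at 30 min of HOCl (log2 1.39, SE 0.163), and dnaJ, its partner, 2.24-fold. clpC, dnaK and dnaJ are members of the chaperone list.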

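lexA, the repressor of the SOS response, rose 2.59-fold after 30 min of H2O2 (log2 1.37, SE 0.14, 739 ± 48.9 against 285 ± 61.5 CPM, n = 3 and 6). At 5 and 15 min its log2 was 0.20 and 0.38, and with HOCl 0.03, -0.25 and -0.68, none of which passed. The 2 oxidants differed at 30 min (log2 1.50, SE 0.166, Bonferroni-adjusted p = 1.4e-05) and not at 5 or 15 min (-0.40 and 0.08). Other SOS genes moved with it at 30 min of H2O2: recA, of homologous recombination, rose 3.96-fold (log2 1.99, SE 0.0964), addB and addA, of double-strand break repair, 5.95-fold and 4.19-fold. With HOCl the repair genes that rose include uvrC, 2.57-fold at 15 min (log2 1.36, SE 0.133), ogt, which repairs alkylated bases, 3.04-fold, and xthA, 3.97-fold. With HOCl recA gave 0.04, 0.26 and 0.32, which did not pass. Of the 38 DNA repair genes 6, 9 and 8 rose at 5, 15 and 30 min of HOCl (8, 10 and 9 adjusted over the list alone; 4, 6 and 5 against the own untreated cultures). At 30 min 12 were higher with H2O2 and 3 with HOCl. Against the own untreated cultures lexA gave 1.12 at 30 min of H2O2 and -0.38 with HOCl.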

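With HOCl the log2 fold change of sigH, the sigma factor gene, was -0.19 at 5 min (SE 0.193), -0.38 at 15 min and -0.11 at 30 min, and none passed (n = 3 against 6). Against the untreated cultures of the HOCl experiment alone it was 0.11, -0.09 and 0.19. The 2 oxidants differed for sigH at each time, by -1.80 (SE 0.265, Bonferroni-adjusted p = 0.00151), -2.84 and -3.90 in log2, lower with H2O2. sigH stood at 55.4 ± 7.37 CPM after 30 min of H2O2 and at 615 ± 130 untreated. Another sigma factor gene, rpoD of the main sigma factor, fell at 30 min of H2O2 (log2 -0.58, SE 0.0777, edgeR, adjusted p = 3.2e-04) and is named after its values were seen.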

We do not currently know what genes these uncharacterized regulators regulate, what role(s) they may play in surviving redox stress, or what transcription factor(s) is responsible for HOCl-specific regulation in L. reuteri.

**FIG 6:**
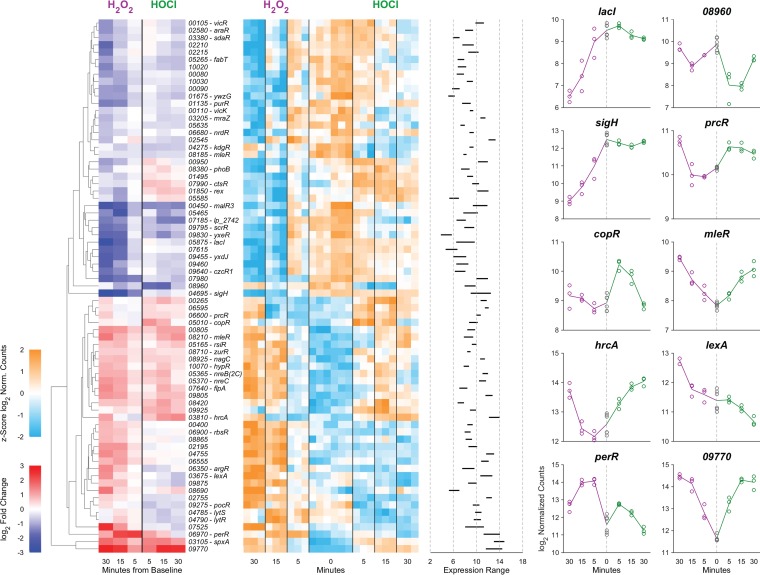
Cluster analysis of gene expression for transcription factors in anaerobically grown L. reuteri ATCC PTA 6475 treated with 0.12 mM H_2_O_2_ (purple) or 1.25 mM HOCl (green) 0, 5, 15, and 30 min after stress treatment. Responses of 73 transcription factors whose expression changed significantly from 0 min under at least one stress treatment condition are shown. The format of this figure is identical to that of Fig. 5. Called-out genes are *lacI* (LAR_RS05875), LAR_RS08960, *sigH* (LAR_RS04695), *prcR* (LAR_RS06600), *copR* (LAR_RS05010), *mleR* (LAR_RS08185), *hrcA* (LAR_RS03810), *lexA* (LAR_RS03675), *perR* (LAR_RS06970), and LAR_RS09770.

### Oxygen affects H_2_O_2_- and HOCl-dependent gene expression in L. reuteri.

We used quantitative RT-PCR to measure the dose responsiveness of changes in expression of selected genes in anaerobically grown L. reuteri 15 min after treatment with concentrations of H_2_O_2_ and HOCl at, above, and below the nonbactericidal concentrations used in previous experiments (Fig. 7A). Interestingly, the genes differed in their dose-response patterns, with *moeB* equally repressed at all H_2_O_2_ and HOCl concentrations, *ahpF* equally upregulated by all three H_2_O_2_ concentrations but activated more strongly by increasing doses of HOCl, and *pcl1* upregulated more strongly at lower doses of H_2_O_2_ and at higher doses of HOCl. Expression of *sigH* was repressed at higher HOCl concentrations (2.5 mM), indicating that its control is not strictly H_2_O_2_ specific.

**FIG 7:**
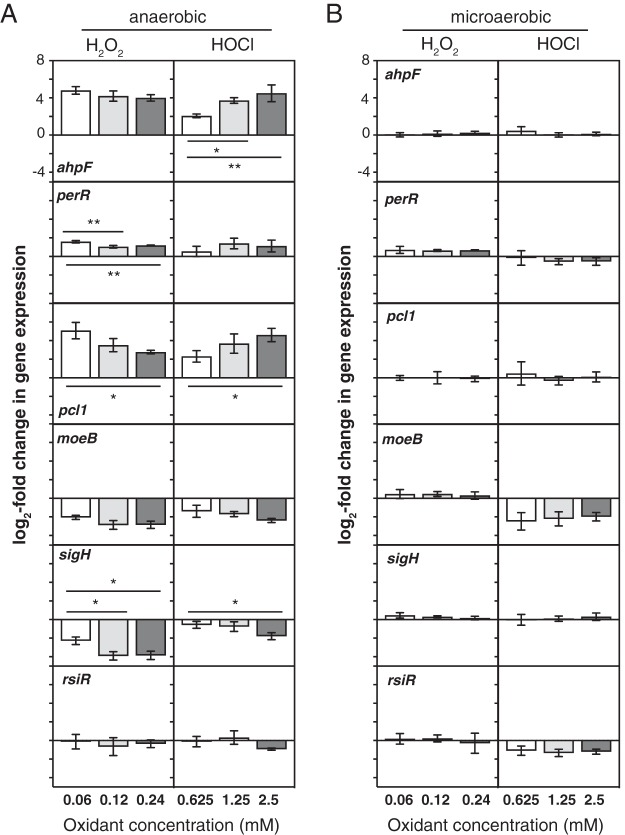
Dose-responsive control of gene expression by oxidative stress. L. reuteri ATCC PTA 6475 was grown anaerobically or microaerobically at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C and then treated for 15 min with the indicated concentrations of H_2_O_2_ or HOCl. Change in expression of the indicated genes relative to untreated control cells was measured by quantitative RT-PCR (*n* = 3, means ± SDs). Asterisks indicate significant differences in expression at different oxidant concentrations under a given growth condition (two-way ANOVA with Holm-Sidak’s multiple-comparison correction) as follows: *, *P* < 0.05, and **, *P* < 0.01.

While the intestine is primarily an anaerobic environment (5), exact oxygen concentrations are difficult to measure *in vivo* and may vary depending on anatomical position or specific microenvironments in the intestine (79). Recent evidence suggests that inflammation, antibiotic treatment, and infection with enteric pathogens may increase the amount of oxygen available to microbes in the gut (6, 7). We therefore wanted to assess how much of an effect oxygen has on expression of redox-regulated genes in L. reuteri. We repeated our RT-PCR experiment with microaerobic cultures, which were prepared aerobically and grown in full screw-cap tubes without shaking, low-oxygen conditions under which L. reuteri, like other lactic acid bacteria (70, 80), can remove oxygen from liquid media and grow to the same density as under anaerobic conditions (Fig. S3). The results of this experiment (Fig. 7B) revealed that the presence of even the low levels of oxygen expected in these cultures had large effects on redox-responsive gene expression. In contrast to what we observed anaerobically, expression of *ahpF*, *pcl1*, *moeB*, and *sigH* was unaffected by H_2_O_2_ under these conditions, and activation of *perR* was reduced. HOCl activation of *ahpF*, *pcl1*, and *perR* expression was eliminated in the presence of oxygen, and expression of both *moeB* and *rsiR* expression was HOCl repressed. These results showed that oxygen can dramatically affect how bacteria regulate gene expression in response to inflammatory oxidants and that studies of redox responses in the presence of even small amounts of oxygen may not necessarily reflect how bacteria respond in anaerobic environments and vice versa.

10.1128/mSystems.00453-19.4 FIG S3 L. reuteri removes oxygen from statically grown microaerobic cultures. (A) The L. reuteri ATCC PTA 6475 wild type was grown for 18 h at 37°C in MEI-C either anaerobically, microaerobically (in full screw-cap tubes without shaking), or aerobically (5 ml of medium in a test tube with shaking at 200 rpm) and then diluted for measurement of culture density (*A*_600_). Asterisks indicate significant differences in culture density (two-way ANOVA with Holm-Sidak’s multiple-comparison correction as follows: *, *P* < 0.05. (B) In the left-hand tube, L. reuteri was grown microaerobically as described for panel A, with 2 mg liter^−1^ of the oxygen indicator dye methylene blue included in the MEI-C medium. The right-hand tube was not inoculated with L. reuteri. Download FIG S3, EPS file, 2.6 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Identifying genes important for surviving oxidative stress in L. reuteri.

Finally, we wanted to use the gene expression data generated as described above to begin identifying genes involved in protecting L. reuteri against the toxicity of H_2_O_2_ and HOCl, based on the simple hypothesis that genes strongly upregulated by a certain stress may be involved in protecting the cell against that stress (81). We were particularly interested in identifying genes encoding factors that protect L. reuteri against HOCl, since much less is known about HOCl defense in bacteria in general (22), and no previous studies have examined how lactic acid bacteria survive reactive chlorine stress. We therefore identified bactericidal doses of H_2_O_2_ and HOCl for L. reuteri (Fig. S4A) and found that 1.5 mM H_2_O_2_ was sufficient to cause a 99.9% loss in viable cells of L. reuteri over the course of an hour both anaerobically and microaerobically. Subsequent titration of bactericidal HOCl concentrations (Fig. S4B) showed that doses resulting in a rate of viability loss comparable to that seen with 1.5 mM H_2_O_2_ in the first 40 min after treatment also resulted in recovery of viable cells after 60 min. We therefore used bactericidal concentrations of HOCl that resulted in a 99.999% loss in viable cells with no recovery during the 1-h course of the experiment (7.5 mM anaerobically and 2.5 mM microaerobically).

10.1128/mSystems.00453-19.5 FIG S4 Bactericidal oxidative stress treatment of L. reuteri. The L. reuteri ATCC PTA 6475 wild type was grown at 37°C to an *A*_600_ of 0.3 to 0.4 in MEI-C anaerobically (A) or microaerobically (B) and then treated with the indicated concentrations of H_2_O_2_ or HOCl. At the indicated times, oxidants were quenched (3 mM sodium pyruvate for H_2_O_2_ and 25 mM sodium thiosulfate for HOCl), and CFU were determined by plating serial dilutions on MRS agar and counting colonies formed after 24 to 48 h at 37°C anaerobically (*n* = 3 for microaerobic 1.25 mM HOCl and *n* = 15 for all other treatments, means ± SDs). Download FIG S4, EPS file, 1.2 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We constructed several strains containing null mutations of genes that we predicted to be involved in defense against either H_2_O_2_ or HOCl, based on known bacterial redox stress response mechanisms (22, 23, 53, 82) and on our transcriptomic data. We obtained mutants lacking *msrB* and *perR*, which we expected to be involved in H_2_O_2_ response, as well as four mutants lacking genes we expected to be involved in HOCl response: *ppk1* and *ppk2*, encoding two different kinases able to produce inorganic polyphosphate (polyP), which protects against HOCl-mediated protein damage in E. coli (57, 76, 83); *rclA*, encoding a conserved flavoprotein known to protect E. coli against HOCl (53); and *hslO*, encoding the widely conserved HOCl-activated chaperone Hsp33 (77). 

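hsp20, the small heat shock protein gene also called lo18, rose 3.58-fold and 3.88-fold after 15 and 30 min of H2O2 (log2 1.84, SE 0.186, and 1.96, SE 0.185), and gave log2 0.78 at 5 min, which did not pass. Against the untreated cultures of each own experiment, its response was larger with HOCl than with H2O2 at each time. The differences were 1.69 at 5 min (SE 0.271), 1.88 at 15 min and 1.93 at 30 min in log2 (Bonferroni-adjusted p = 0.00528, 0.00102 and 6.9e-04, n = 3 each). LAR_RS09945, a predicted NAD-dependent oxidoreductase, rose 10.7-fold, 13.7-fold and 7.79-fold with HOCl (log2 3.78, SE 0.103 at 15 min). It also rose with H2O2, 1.63-fold, 2.41-fold and 1.89-fold (log2 1.27, SE 0.101 at 15 min). The rise of LAR_RS09945 was larger with HOCl at each time (log2 -2.95, -2.75 and -2.28, H2O2 minus HOCl). Its call at 5 min of H2O2 (edgeR, adjusted p = 0.00131) ends with the own untreated cultures (adjusted p = 0.0332) and without replicate B or C of that group (adjusted p = 0.0293 and 0.0299).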

Finally, we knocked out four genes found in L. reuteri but not in enterobacteria with either interesting redox-responsive expression patterns or, in the case of *rsiR*, a known role in probiotic action: *sigH*, *rsiR*, *lo18* (*hsp20*), which encodes a small heat shock protein found only in lactic acid bacteria (59, 60) and whose expression was more strongly activated by HOCl than by H_2_O_2_, and LAR_RS09945, encoding a predicted oxidoreductase that was very strongly upregulated by HOCl but not by H_2_O_2_. The ability of each of these strains to survive bactericidal oxidative stress was measured by comparison to the viability of the wild-type strain under the same conditions (Fig. 8).

**FIG 8:**
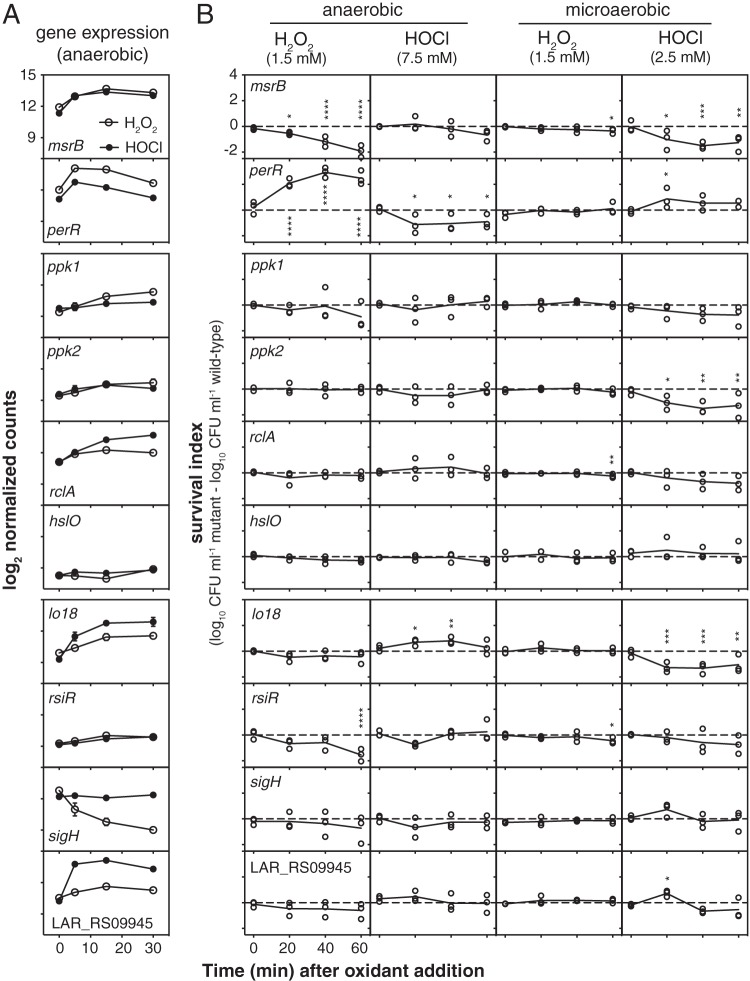
Genes regulated by inflammatory oxidants affect survival of bactericidal oxidative stress in L. reuteri. Shown are log_2_ normalized counts from RNA sequencing (A) and survival indices of anaerobically or microaerobically grown null mutants in *msrB* and *perR* (expected to be involved in H_2_O_2_ stress response), *ppk1*, *ppk2*, *rclA*, and *hslO* (expected to be involved in HOCl response), and *lo18*, *rsiR*, *sigH*, and LAR_RS09945 (found in L. reuteri but not in enterobacteria) at the indicated time points after addition of 1.5 mM H_2_O_2_ or 7.5 or 2.5 mM HOCl (B). Asterisks indicate survival indices significantly different from zero at the indicated time point (two-way repeated measures ANOVA with Holm-Sidak’s multiple-comparison test) as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; and ****, *P* < 0.0001.

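ppk1, a polyphosphate kinase, rose 2.54-fold and 3.42-fold after 15 and 30 min of H2O2 (log2 1.34, SE 0.145, and 1.77, SE 0.143, n = 3 against 6). With HOCl its log2 was 0.25, 0.66 and 0.80, and none passed (difference at 30 min 1.40, Bonferroni-adjusted p = 0.00174). ppk2, a polyphosphate kinase of another family, rose 2.31-fold at 30 min of H2O2 (SE of log2 0.145) and 1.96-fold at 15 min of HOCl. Of the other genes with mutants, msrB gave a log2 difference between the oxidants, H2O2 minus HOCl, of -0.58, -0.22 and -0.22 (SE 0.177 each), and none passed, although that at 5 min lies over 3 SE from 0. The call on ppk2 at 15 min of HOCl (edgeR, adjusted p = 0.00222) ends with the own untreated cultures (adjusted p = 0.0648) and without any replicate of that group.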

Anaerobically, the *msrB* mutant was extremely sensitive to H_2_O_2_ treatment, as expected (23, 47), and the *perR* mutant, which is expected to have constitutively high expression of peroxide defense genes (84), was significantly protected. A mutant lacking *rsiR* was significantly more sensitive to H_2_O_2_, suggesting that despite the fact that its expression is not controlled by this oxidant (Fig. 3), it is important for surviving H_2_O_2_ treatment (35). Surprisingly, only the *perR* mutant was significantly more sensitive than the wild type to HOCl under anaerobic conditions. However, knocking out *lo18* had a significant and unexpected protective effect. This was particularly surprising since *lo18* expression was strongly upregulated in response to HOCl. 

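hsp20, the gene also called lo18, rose 3.79-fold after 5 min, 9.03-fold after 15 min and 10.1-fold after 30 min of HOCl. Its log2 was 1.92 (SE 0.185), 3.17 (SE 0.187) and 3.34 (SE 0.187, edgeR, Bonferroni-adjusted p = 2.8e-11). The level went from 83.2 ± 18 CPM (n = 6) to 841 ± 225 at 30 min (n = 3). Against the untreated cultures of the HOCl experiment the log2 values were 2.22, 3.47 and 3.64. Among the 16 listed chaperone and protease genes it had the largest rise with HOCl at each time, ahead of clpE at 5 min (1.23) and groS at 15 and 30 min (1.66 and 1.93).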

Under microaerobic conditions, the results of survival assays were considerably different. There were only minor differences in survival of a bactericidal dose of H_2_O_2_ in microaerobic cultures for any of the mutants, with *msrB*, *rsiR*, and *rclA* mutants showing very small but statistically significant defects in survival at the 1-h time point. In contrast, there were more significant differences in survival of HOCl stress under microaerobic conditions. The *msrB*, *perR*, *lo18*, and *ppk2* mutants had significant defects in HOCl stress survival under these conditions. The *perR* and LAR_RS09945 mutants were significantly protected at the 20-min time point, but this effect was lost at later time points. There was no difference in HOCl survival between the wild type and *sigH* or *hslO* mutants. The ability of each mutant to grow in media containing nonbactericidal concentrations of H_2_O_2_ and HOCl (Fig. S5) was more variable and the differences between mutants and the wild type of smaller magnitude, but *perR*, *hslO*, *lo18*, *rsiR*, and LAR_RS09945 mutants had significant, >2-h lags in growth relative to that of the wild type after inoculation into anaerobic media containing either H_2_O_2_ or HOCl and a *perR* mutant had a significant growth advantage in microaerobic media containing HOCl 7 to 12 h after inoculation. Overall, our results show that different redox stress treatment methods can give different results, further emphasize that oxygen concentration has dramatic effects on oxidative stress survival, and indicate that it will be important to quantify what oxygen levels gut bacteria are exposed to in inflamed and noninflamed gut environments (5–7) to understand what genes are likely to play roles in ROS and RCS resistance *in vivo*.

10.1128/mSystems.00453-19.6 FIG S5 Genes regulated by inflammatory oxidants affect resistance to inhibitory oxidative stress in L. reuteri. (A) Log_2_ normalized counts from RNA sequencing and (B) percent of wild-type *A*_600_ of anaerobically or microaerobically grown cultures with null mutations in *msrB* and *perR* (expected to be involved in H_2_O_2_ stress response), *ppk1*, *ppk2*, *rclA*, and *hslO* (expected to be involved in HOCl response), and *lo18*, *rsiR*, *sigH*, and LAR_RS09945 (found in L. reuteri but not in enterobacteria) at the indicated time points after inoculation into MEI-C containing 0.0625 mM H_2_O_2_ or 1.25 mM HOCl (*n* = 3, means ± SDs). Red symbols indicate percent of wild-type *A*_600_ significantly different from 100% at the indicated time point (two-way repeated-measures ANOVA with Holm-Sidak’s multiple-comparison test, *P* < 0.05). Download FIG S5, EPS file, 2.2 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Screening mutants lacking HOCl-induced genes has successfully identified HOCl resistance factors in other bacterial species (53, 54, 56, 66), but this strategy had limited success in L. reuteri. Neither *sigH* nor LAR_RS09945 mutations, for example, had any effect on resistance to the stresses which regulated their expression. In future work, a genome-wide mutant screening approach (e.g., transposon sequencing) (52) may be valuable for identifying additional genes required for H_2_O_2_ and HOCl stress survival, and complementation and overexpression analysis will be necessary to confirm that the observed phenotypes are specific to the constructed mutations in each gene. Nevertheless, our targeted mutagenesis approach did allow us to identify several important players in oxidative stress resistance. Clearly, methionine sulfoxide reductase is a major contributor to the ability of L. reuteri to resist oxidative stress both anaerobically and microaerobically, consistent with its enzymatic activity (47) and known role in colonization (48, 49). While PerR is relatively unimportant microaerobically, anaerobically it plays a key role in regulating H_2_O_2_ resistance, as expected (65), although for unknown reasons it appears that the constitutive overexpression of H_2_O_2_ resistance genes expected in a *perR* mutant is detrimental in the presence of HOCl.

### L. reuteri-specific defenses against H_2_O_2_ and HOCl stress.

The H_2_O_2_ sensitivity of the *rsiR* mutant was somewhat surprising, since this L. reuteri-specific gene has largely been characterized for its role in regulating the expression of the histamine-producing histidine decarboxylase locus of L. reuteri, where *rsiR* is essential for histamine-dependent anti-inflammatory phenotypes (34, 35). However, RsiR is a global regulator, activating and repressing transcription of 195 and 143 genes, respectively, many of which are involved in redox homeostasis (including *ahpC*, *perR*, and genes involved in cysteine and methionine synthesis) (35). It is currently unclear what signal(s) RsiR responds to, which RsiR-regulated genes contribute to H_2_O_2_ sensitivity, or what role H_2_O_2_ resistance plays in RsiR-dependent anti-inflammatory effects *in vivo*, and these are exciting issues for future research exploring the connections between inflammatory oxidants and anti-inflammatory probiotic mechanisms.

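rclA, a flavoprotein of the disulfide oxidoreductase family, rose 1.97-fold, 4.56-fold and 6.18-fold after 5, 15 and 30 min of HOCl (log2 2.63, SE 0.132 at 30 min, 1430 ± 222 against 232 ± 33.9 CPM, n = 3 and 6). With H2O2 it rose 2.25-fold at 15 min (log2 1.17, SE 0.133) and 1.89-fold at 30 min. The difference between the oxidants passed at 30 min (log2 -1.70, SE 0.222, Bonferroni-adjusted p = 2.4e-04), and neither at 5 min (log2 -0.18) nor at 15 min (adjusted p = 0.322). hslO, the gene of the redox-regulated chaperone Hsp33, passed in no comparison: its log2 was 0.36, 0.27 and 0.56 with HOCl and 0.65 at 30 min of H2O2 (adjusted p = 0.0233). DESeq2 calls that last value (adjusted p = 2.6e-04). The edgeR call on rclA at 5 min of HOCl (adjusted p = 4.7e-04) ends without replicate B of that group (adjusted p = 0.016), and at 30 min of H2O2 (adjusted p = 0.00121) with the own untreated cultures (adjusted p = 0.0124).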

The small heat shock protein Hsp33 and the flavoprotein RclA are RCS-specific defense factors in E. coli (53, 77), so we were also surprised to find that mutations of these genes had no apparent effect on HOCl resistance in L. reuteri, despite the fact that *rclA* expression was induced more strongly by HOCl treatment than by H_2_O_2_ (Fig. 8A and Table S1). This could be due to the redundant nature of RCS resistance mechanisms (22) or could reflect fundamental differences in RCS response between L. reuteri and E. coli. Supporting the second hypothesis is the fact that mutations in *lo18* and *ppk2*, genes not found in E. coli, had very strong effects on HOCl resistance. Lo18 is a chaperone found only in a subset of *Lactobacillus* and *Oenococcus* species that stabilizes proteins and membranes under heat and ethanol stress conditions (59, 60). While this could easily explain how Lo18 protects L. reuteri against the protein-unfolding activity of HOCl, as we saw under microaerobic conditions, it is much less intuitive why the loss of Lo18 protected L. reuteri against HOCl anaerobically, and more work will be needed to understand the mechanism underlying this effect. PolyP plays a role in stress resistance and probiotic phenotypes in several different *Lactobacillus* species (85–90). In E. coli, the polyP kinase PPK (homologous to L. reuteri PPK1) is required for HOCl resistance (76), but deletion of *ppk1* had only a modest, nonstatistically significant effect on HOCl resistance in L. reuteri. In contrast, deletion of *ppk2*, which encodes an unrelated polyP kinase (PPK2) whose primary physiological role is generally thought to be in generating NTPs from NDPs or NMPs and polyP (57, 58), led to a highly significant defect in HOCl resistance, albeit only in the presence of oxygen. Whether polyP production in response to HOCl stress is driven by PPK1 or PPK2 in L. reuteri remains to be determined, as does the relative importance of PPK2’s polyP- and NTP-synthesizing activities. PPK2 is not present in enterobacteria but is found in many species of commensal bacteria (including lactobacilli, *Bacteroidetes*, and *Clostridiacea*) (58, 91, 92).

Our results clearly demonstrate that HOCl resistance in L. reuteri depends on factors different than in E. coli or B. subtilis. These differences may represent possible targets for differentially sensitizing gut bacteria to oxidative stress. Interestingly, the frontline IBD drug mesalamine has recently been shown to be an inhibitor of PPK1 (93), and it is tempting to speculate that mesalamine may therefore have a larger impact on the ability of enterobacteria to survive in the inflamed gut than on PPK2-encoding commensals, although more data will be needed to test this hypothesis.

### Conclusions.

Manipulating the microbiome is likely to be a key element in future treatments for inflammatory diseases of the gut. Development of such treatments will require a sophisticated understanding of how gut bacteria respond to changes in their environment. The differences we have now begun to uncover in oxidative stress response between anti-inflammatory, health-associated bacteria and proinflammatory, disease-associated species may present opportunities for new therapies. We hope that our results will ultimately make it possible to sensitize enterobacteria to inflammatory oxidants while simultaneously protecting the healthy gut community.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

All strains and plasmids used in this study are listed in Table 1. All L. reuteri strains were derivatives of strain ATCC PTA 6475 (Biogaia) (94). Strain 6475*rsiR*-Stop (35) was a gift from James Versalovic (Baylor College of Medicine), and plasmid pJP042 (*recT*^+^ *erm*^+^) (94) was a gift from Jan-Peter van Pijkeren (University of Wisconsin—Madison). L. reuteri was grown at 37°C in MEI broth (86) without added cysteine (MEI-C) or on solid De Man, Rogosa, and Sharpe (MRS) agar (Difco). Anaerobic cultures were incubated in an anaerobic chamber (Coy Laboratory Products) in an atmosphere of 90% nitrogen, 5% CO_2_, and 5% H_2_ or in Hungate tubes prepared, inoculated, and sealed in that chamber. Liquid media were made anaerobic before use by equilibration for at least 24 h in the anaerobic chamber. MRS plates for CFU plate counts were incubated in sealed containers made anaerobic using GasPak EZ sachets (Becton, Dickinson). Microaerobic cultures were incubated aerobically without shaking in 16- by 125-mm screw-cap test tubes containing 15 ml of MEI-C. Methylene blue (2 mg liter^−1^) was added when indicated (95). Aerobic cultures (5 ml in a 16-mm diameter test tube) were incubated with shaking (200 rpm). Details of H_2_O_2_ and HOCl stress treatments, transcript quantification, and phenotype analysis are described in the supplemental material.

**TABLE 1:** Strains and plasmids used in this study^*a*^

Strain or plasmid	Relevant genotype	Source and/or reference
L. reuteri strains		
ATCC PTA 6475	Wild type; human breast milk isolate	Biogaia (94)
6475rsiR-Stop	*rsiR* (LAR_RS05165)^G6C, G7C, T10A, A11T, C12G, A13T^	35
MJG0562	*ppk1* (LAR_RS01770)^G94T, A95C, G96C, G97T, C98A^	
MJG0569	*ppk2* (LAR_RS00075)^A52C, C53T, G54T, G55T, C56A^	
MJG0570	*rclA* (LAR_RS00915)^C178A, A179G, T180C, G181T, G182A^	
MJG0977	*msrB* (LAR_RS00975)^G58T, T59C, T60C, A61T, C62A^	
MJG0979	*hslO* (LAR_RS01385)^G106A, A107T, T108G, A109T, C110A^	
MJG1017	*lo18* (LAR_RS07000)^T43A, T44C, G45T, A46T, T47A^	
MJG1056	LAR_RS09945^C103A, C104T, A105G, G106T, A107G^	
MJG1278	*sigH* (LAR_RS04695)^G101A, G102A, C103T, C104A, G105A^	
MJG1573	*perR* (LAR_RS06970)^G10T, C11T, A12C, G13T, A14G^	
Plasmid pJP042	*recT*^+^ *erm*^+^	94

a Unless otherwise indicated, all strains were generated in the course of this work.

### Molecular methods.

Oligonucleotide-directed recombineering was used to construct null mutations in the chromosome of L. reuteri using the pJP042-encoded RecT recombinase as previously described (94). Null mutations were designed to incorporate in-frame stop codons near the 5′ end of each gene. Mutagenic primers used are listed in Table S3. Primers used for quantitative RT-PCR were designed with Primer Quest (Integrated DNA Technologies; parameter set “qPCR 2 primers intercalating dyes” for qRT-PCR primer design) and are listed in Table S4. Additional primers for PCR amplification, screening, and sequencing were designed using WebPrimer (www.candidagenome.org/cgi-bin/compute/web-primer). All chromosomal mutations were confirmed by Sanger sequencing (UAB Heflin Center for Genomic Sciences).

10.1128/mSystems.00453-19.9 TABLE S3 Mutagenic primers. Download Table S3, DOCX file, 0.02 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00453-19.10 TABLE S4 Primers used for quantitative RT-PCR. Download Table S4, DOCX file, 0.02 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

All strains generated in the course of this work are available from the authors upon request. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (96) and are accessible through GEO Series accession number GSE127961.

10.1128/mSystems.00453-19.1 TEXT S1 Supplemental methods and references. Download Text S1, DOCX file, 0.03 MB. Copyright © 2019 Basu Thakur et al. 2019 Basu Thakur et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

# Supplementary material for: Complex Responses to Hydrogen Peroxide and Hypochlorous Acid by the Probiotic Bacterium Lactobacillus reuteri
**Source:** mSystems. 2019 Sep 3;4(5):e00453-19. doi: 10.1128/mSystems.00453-19
**Supplement:** TABLE S3

| **Gene** | **Primer sequence** |
| --- | --- |
| *ppk1* (LAR_RS01770) | CAA GAA GTT AGC ACG TTC TAA CAA CGG ATT GGC AGT ATC AGT TTA GGA TCC CAG TAC TCG GCC ATT AAA GTC AAT CCA ACT CAA TTC TCG |
| *ppk2* (LAR_RS00075) | AAT CTT CTT AAG ATC ATC AGC AGA ATC TTT TAC CTT AGT TGG TTA AAG CTT AAT ATC AAA GTC TTT TCC AGT GTA ACG ATA TTT CTT GGT |
| *rclA* (LAR_RS00915) | ATT GCT TGC CTT CCC TCC AAA CGG CTA ATT ATT GAA GCT GCT AGC TAA ACC TCA TTT GAA GAC GCA GTC GAT GGG AAA AAT GTG ATG ACA |
| *msrB* (LAR_RS00975) | CGG TTC ATC AAA TCG ATC ATA TTT ACC ACT ATA TGG CTT TTC CTA GGA TCC CAT TTG AGT CAC AGC ATA TTG CAT TGG CGT TAA TTT CTT |
| *hslO* (LAR_RS01385) | TCC AAT TAA CGT TCG ACC AAG AGC AGC TGA AGA AGC ACT CCA TTA CAT ATG AAT TTC GTG TGC CTT TTG AAC GAC TTG GGT AGC ATT TAC |
| *lo18* (LAR_RS07000 | TAG GTT AGA GAA GAA ATC ATC GTT CAT CCA GTT ACG CAT GTT CTA AGT ACT ATC AAA TAA ATT ATT ACG GTT TTG TAA TTC ATT AGC CAT |
| LAR_RS09945 | TTA GTT GCT ACT GGT AAT GAA GTT ACA GCT GGT GCT CGC CAT ATG TGA AAA GTT ATT AAG TTA AAC CAC GTT ACT GCT GTA GAA TTG AAC |
| *sigH* (LAR_RS04695) | CGC GGA AGC AAT AAG GAC TTC GAA GAG TTA TTT CGC CGT TAT TAA TAA CTC GTT CGC CGA CTG TGG CAA CGA TAT AAT ATT AGC GGC CTT |
| *perR* (LAR_RS06970) | GAT TAT AAT TAT TTT AAG AAA GGG GAC GAC ATT ATG GCA GAA TTC TGA TTT GAT CGA GCT CTT GAT CAT CTC CGT GAA AAC AAG GTC CGT |

# Supplementary material for: Complex Responses to Hydrogen Peroxide and Hypochlorous Acid by the Probiotic Bacterium Lactobacillus reuteri
**Source:** mSystems. 2019 Sep 3;4(5):e00453-19. doi: 10.1128/mSystems.00453-19
**Supplement:** TABLE S4

| **Gene** | **Primer 1** | **Primer 2** |
| --- | --- | --- |
| *rsmB* | GCGCGTGAATTAGCTTTAGTG | CCAACCGGCGATCTTTATCT |
| *ahpF* | CCGCTGAAGAAGCTGACTATT | ACGCTTAGCCGTCAATACAG |
| *moeB* | CGATCGTCAAGAAAGGGTACAT | TAACTTCCCAATGCTCCTACAC |
| *pcl1* | GAGACGGTTGTTCGGATTAAGTA | TCGCCATCAACGGAATCAA |
| *perR* | CGTCTGCGATAATTGTGGTAAG | GCCATGGACTTCGATGTTATTT |
| *rsiR* | TTATGCCAGAACAGCCGAATTA | TCGCCACCTAAACCATCAATAC |
| *sigH* | GACAAACTCAGGCTCACAAAC | AGACTCTGCCGGCAATAAA |

# Supplementary material for: Complex Responses to Hydrogen Peroxide and Hypochlorous Acid by the Probiotic Bacterium Lactobacillus reuteri
**Source:** mSystems. 2019 Sep 3;4(5):e00453-19. doi: 10.1128/mSystems.00453-19
**Supplement:** TEXT S1

**SUPPLEMENTAL METHODS**

**Inhibitory stress tolerance assays**

Wild-type *L. reuteri* were grown anaerobically in 5 ml of MEI-C broth overnight at 37°C. 15 ml of anaerobically equilibrated MEI-C in 16 x 125 mm Hungate tubes was inoculated with 300 µl of the overnight culture and grown anaerobically to mid-log phase (A_600_ = 0.35) at 37°C. Cells were then treated anaerobically with increasing doses of H_2_O_2_ or HOCl and incubation was continued at 37°C. A no stress control was included for each experiment. Cultures were mixed by inversion and A_600_ readings were recorded every hour after addition of stress treatment for 5 hours.

**NAD^+^ and NADH measurements**

Wild-type *L. reuteri* were grown anaerobically in 5 ml of MEI-C broth overnight at 37°C. 15 ml of anaerobically equilibrated MEI-C in 16 x 125 mm Hungate tubes was inoculated with 300 µl of the overnight culture and grown anaerobically to mid-log phase (A_600_ = 0.35) at 37°C. Cells were harvested at 0 min (without stress), 5 min, 15 min and 30 min after addition of 1.25 mM HOCl or 0.12 mM H_2_O_2_ by pelleting 1 ml aliquots and resuspending in 0.2 N NaOH with 1% DTAB (dodecyltrimethylammonium bromide). Samples were stored at -80°C for further processing. Serial dilutions of cultures were plated on MRS agar and CFU were counted after 24-48 hours of anaerobic incubation at 37°C. The Promega NAD^+^/ NADH Glo Assay kit was used to measure cellular NAD^+^/ NADH levels following the manufacturer’s protocol, which were then normalized to the number of CFU in each culture.

**RNA sequencing**

Wild-type *L. reuteri* were grown anaerobically in 5 ml of MEI-C broth overnight at 37°C. 300 µl of the overnight culture was used to inoculate four tubes containing 15 ml of anaerobic MEI-C broth, and the cultures were grown anaerobically at 37°C to mid log phase (A_600_ = 0.35). HOCl (1.25 mM) or H_2_O_2_ (0.12 mM) were added anaerobically to 3 of the 4 tubes and incubation was continued at 37°C. Cells (7 ml) were harvested at 0 min (no addition of stress; the tube which did not receive any oxidant), 5 min, 15 min and 30 min after addition of oxidants by mixing with 7 ml ice-cold isopropanol anaerobically to stop transcription, and then removing the samples from the anaerobic chamber and centrifuging at 1500 x g for 15 minutes at 4°C. The supernatant was discarded and the pellet was resuspended in the remaining isopropanol and transferred to 1.5 ml microfuge tubes. The cells were then centrifuged at 4000 x g for 10 minutes at 4°C. The supernatant was removed completely and the samples were stored at -80°C for further processing. Total RNA was extracted using the RiboPure™ RNA Purification Kit for bacteria (Ambion) following the manufacturer’s protocol. All RNA samples were DNAse treated with the optional DNAse treatment kit provided with the Ambion RiboPure Bacteria kit to remove any contaminating genomic DNA. Each stress treatment experiment was repeated in triplicate.

RNA-sequencing was performed on the Illumina HiSeq2500 using the Rapid Run v2 sequencing chemistry and flow cells as described by the manufacturer (Illumina Inc., San Diego, CA).  Briefly, the quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer.  RNA with a RNA Integrity Number (RIN) of 7.0 or above was used for sequencing library preparation. We used the Agilent SureSelect Strand Specific mRNA library kit as per the manufacturer’s instructions (Agilent, Santa Clara, CA).  Cluster generation was performed according to the manufacturers recommendations for onboard clustering (Illumina).  Paired end 50 bp sequencing runs were used to allow for better alignment of the sequences to the reference genome.

**RNA-Seq Analysis**

The quality of FASTQ files were evaluated using FASTQC (1). Reads were trimmed at 50 bases and further QC filtering was performed using tool Trimmomatic with the following settings: CROP:50 LEADING:3 TRAILING:3 SLIDINGWINDOW:40:15 MINLEN:40 (2). Read mapping and transcript abundance measurement was performed using EDGE_pro which is designed for prokaryotic gene expression data analysis (3). EDGE_pro internally uses Bowtie2 for read mapping. Read count tables were imported into R for normalization, variance stabilization (rlog method) and differential expression analysis (multiple testing correction with the Benjamini-Hochberg method are provided, Bonferroni correction was used in the text) using DESeq2 (4). For differential expression analysis, the baseline samples for both the H_2_O_2_ and HOCl cultures were combined (n = 6 replicates for baseline samples); for all other groups (treatment/time-point combinations), there were three replicates each. Downstream analysis (PCA, clustered heat maps, visualizations) were performed using Matlab (The MathWorks, Natick MA, USA).

**Quantitative reverse transcription PCR**

300 µl of an overnight culture of *L. reuteri* cells was used to inoculate 15 ml of MEI-C medium. Cells were grown either anaerobically or microaerobically to mid log phase (A_600_ = 0.35) and then stressed with 0.625 mM, 1.25 mM, or 2.5 mM HOCl, or 0.06 mM, 0.12 mM, or 0.24 mM H_2_O_2_. Cells were harvested at 0 min (no treatment) and at 5, 15, or 30 min post treatment by adding 7 ml of culture to 7 ml of ice-cold isopropanol. Total RNA was extracted from frozen *L.* *reuteri* cells as described above for RNA sequencing. Reverse transcription was carried out to synthesize cDNA from mRNA using the SuperScript^TM^ IV VILO^TM^ master mix kit (ThermoFisher Scientific) following the manufacturer’s instructions. A no RT control was included for each reaction. Changes in gene expression relative to untreated controls were calculated using the ∆∆C_t_ method (5), with *rsmB* (16S rRNA) as an internal expression control.

**Survival and growth inhibition assays of mutant strains**

*L. reuteri* cells were grown to mid log phase (A_600_ = 0.35) in MEI-C medium either anaerobically or microaerobically. For bactericidal stress treatments, the cells were dosed with 1.5 mM H_2_O_2_ microaerobically and anaerobically, or with 2.5 mM or 7.5 mM HOCl under microaerobic and anaerobic growth conditions, respectively. 1 ml of cells was harvested at 0 min (no stress control), 20 min, 40 min and 60 min after addition of stress treatment. 3 mM sodium pyruvate was used to quench 1.5 mM H_2_O_2_; 25 mM sodium thiosulfate was used to quench HOCl. 10 fold serial dilutions of cells were made in PBS and appropriate dilutions were plated on MRS medium and incubated at 37°C under anaerobic conditions (BD Gas-Pak^TM^ EZ). CFU ml^-1^ were enumerated by counting colonies 24-48 hours after plating. Survival indices of mutant strains were calculated as the difference between the log_10_ CFU ml^-1^ of each mutant and the log_10_ CFU ml^-1^ of the wild type replicate carried out at the same time. For inhibitory stress treatments, stationary phase cells from overnight cultures were diluted 1:20 in 96-well plates in fresh MEI-C (200 µl) containing no oxidant or 2-fold dilution series of H_2_O_2_ (1 to 0.015625 mM) or HOCl (10 to 0.15625 mM) under anaerobic or aerobic conditions. Cultures were incubated 12 hours either anaerobically (in a Tecan Sunrise plate reader) or microaerobically (in a Tecan Infinite M1000 plate reader) at 37°C, measuring A_600_ every 30 min, shaking briefly before each measurement. Concentrations of oxidants that resulted in differences in growth between wild-type and mutants (0.0625 mM H_2_O_2_ and 1.25 mM HOCl) were selected and plotted as percent of wild-type A_600_ at the same time point under the same conditions.

**Statistical analyses.** Student’s t tests and two-way repeated measures ANOVA with Holm-Sidak’s multiple comparisons corrections were performed using GraphPad Prism version 8.0.1 for Macintosh, GraphPad Software, La Jolla California USA, ([www.graphpad.com](http://www.graphpad.com)).

**SUPPLEMENTAL REFERENCES**

1. Andrews S. 2012. FastQC: A quality control application for high throughput sequence data. Babraham Institute Project page: http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc.

2. Bolger AM, Lohse M, Usadel B. 2014. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30:2114-20.

3. Magoc T, Wood D, Salzberg SL. 2013. EDGE-pro: Estimated Degree of Gene Expression in Prokaryotic Genomes. Evol Bioinform Online 9:127-36.

4. Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550.

5. Livak KJ, Schmittgen TD. 2001. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25:402-8.

How the deposited data were processed for this re-analysis (not part of the article)

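RNA was sequenced from 24 cultures of *Lactobacillus reuteri* in 2 experiments. One experiment held untreated cultures and cultures taken 5, 15 and 30 min after 0.12 mM H2O2, the other untreated cultures and cultures taken 5, 15 and 30 min after 1.25 mM HOCl, with n = 3 libraries in each of the 8 groups. The tables hold 2010 genes by locus tag, with each gene's symbol, product and functional class, which were used for all gene names. The genome build behind the coordinates is not named in the article, its supplementary methods or the labels, so no sequence was used.

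The authors obtained the read counts per gene with EDGE-pro, which aligns with Bowtie2, after quality checks with FastQC and trimming with Trimmomatic, from paired-end reads of a strand-specific kit. These deposited counts are whole numbers without any scaling. The deposited log2 normalized values were made by the authors with size factors from DESeq2. They equal the log2 of the count divided by its median-of-ratios size factor plus 1, for 48240 of 48240 values within rounding. A second deposited set of log2 values is the regularized log2 (rlog) of DESeq2 by the authors. Versions of these upstream tools are not given. Replicates were not pooled in any of the 3 tables, and 0 columns of values were left unused.

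The libraries held 7190569 to 12226955 counts. By group the range was 8096062 to 9260218 for the untreated cultures of the H2O2 experiment, 7215710 to 10517328 at 5 min, 7190569 to 8863450 at 15 min and 10182451 to 12226955 at 30 min of H2O2. It was 10228108 to 10973594 for the untreated cultures of the HOCl experiment, 9374755 to 10566263 at 5 min, 8307882 to 9766894 at 15 min and 8459978 to 10750163 at 30 min of HOCl. Between replicates the chi-square per gene ran from 14.7 to 605, where counting alone gives about 1, so errors were taken from the spread between libraries. Genes without a location, product or class, 87 in number, held 7.84% of all counts and 1.73% to 16.2% of single libraries. Their identity is not given, and 81 of them were tested like the others.

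Each treated group was compared with all 6 untreated libraries, as the article does. Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with a minimum count of 10 (1997 kept, 13 left out), libraries were scaled by TMM, and 1 quasi-likelihood model with 7 groups was fitted to all 24 libraries. Every p was Bonferroni-adjusted over the tested genes. A gene counts as changed at an adjusted p under 0.01 and a change over 2-fold, or over 4-fold where stated, and a named gene or list member as risen or fallen at that p at any fold. Differences between the oxidants, H2O2 minus HOCl, came from a fit of 8 groups, in which each treated group is set against the 3 untreated libraries of its own experiment, and so did the comparison of the untreated groups and all values against own untreated cultures. CPM values are edgeR's counts per library total after TMM, given as mean and SD. The principal components were computed from the deposited log2 normalized values.

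The procedure was tested on simulated data. These used each gene's mean over all libraries, the library sizes and the spread estimated in a fit of the real counts. For each comparison only its treated group was changed, with 100 genes by log2 1.5 and 100 by log2 3. In the real data all treated groups respond, so the shares below hold for the simulated setting. At log2 1.5 the share recovered was 87, 91 and 90 of 100 for 5, 15 and 30 min of H2O2 and 91, 89 and 87 for HOCl. At log2 3 it was 97, 94 and 99, and 98, 96 and 95, with 0 false calls by edgeR in each.

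The 24 gene lists were written before the deposited counts were examined, from textbook knowledge and from genes the article names. Lists built on the article's genes therefore rest on choices the study made on these same samples. The 24 lists were: peroxide and oxygen detoxification, thioredoxin and thiol systems, methionine sulfoxide reductases, DNA repair and SOS response, chaperones and proteases, metal transport, iron-sulfur cluster assembly, nitrate reductase and molybdopterin synthesis, cytochrome bd and menaquinone synthesis, cysteine and methionine, purine synthesis, pyrimidine synthesis, deoxyribonucleoside catabolism, ribosomal proteins, aminoacyl-tRNA synthetases, ATP synthase, fatty acid synthesis, cobalamin and propanediol utilization, the arginine deiminase pathway, D-alanylation and teichoic acid, malate and fumarate metabolism, prophage genes, transposases and transcription factors. The transcription factor list was made from product words. Each list was also counted with the p adjusted over the list alone. Named genes follow a rule fixed at the same time: every gene the article names from the RNA data; in each comparison the 10 largest rises and 10 largest falls among called genes whose 3 treated libraries all lie above, or below, all 6 untreated ones; and 2 to 4 members of each list with the largest change. This gave 102 genes apart from list members, 60 from the article and 66 by size. The article's tables of called genes and part of its counts had been seen when the rule was written.

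The alternatives tried were DESeq2 1.42.0 in place of edgeR, median-of-ratios scaling, no filter, a stricter filter (a mean of 50 counts), the 10 most abundant genes left out of the library sizes, only the compared groups in each fit, own untreated libraries, a replicate block, Benjamini-Hochberg p under 0.05, no 2-fold limit, limma 3.58.1 on both sets of deposited log2 values, and each of the 24 libraries left out in turn. Added after the data were seen were the removal of unannotated genes, the authors' class of 102 transcription factors, contrasts of 30 with 15 min, without and with a replicate block, thinning of counts and tests of the authors' functional classes. Overlaps and calls were also computed for other splits of the same libraries. The 3 untreated libraries of the H2O2 experiment carry replicate letters D to F in the columns and A to C in the labels, so they were used as a group without replicate numbers. The growth and survival measurements of the article were not analysed here.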

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

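The contrasts of 30 with 15 min, the thinning of counts, the removal of unannotated genes, the block of H2O2 letters, both tests of the nitrate genes and the scaling test of the transposase genes were chosen only after the result was seen.

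Of 12 genes of nitrate reductase and molybdopterin synthesis, 9 were higher at 30 than at 15 min of H2O2, with log2 differences of 0.0844 to 5.36 over the 12. Against untreated cultures 6 were lower at 15 min and 7 higher at 30 min, where narI and narJ were still lower at an unadjusted p under 0.05. With the letters of the treated libraries as a replicate block 9 were higher as well, the same 9. If the scaling of the libraries made this, some scaling should bring the median difference of the 12 to 1 or less. It was 1.65 with TMM, 1.64 with median-of-ratios factors, 1.62 with the most abundant genes left out of library sizes, and 1.61 without unannotated genes. These scalings move the values too little to reach 1, so this comparison cannot decide. A scaling factor moves all genes alike, however, and the median difference of all tested genes was 0.043 with TMM. If one library made it, leaving that library out should do so, but the median ran from 1.47 (without 30 min replicate C) to 1.84. The distance of the 12 from all tested genes argues against scaling as the whole cause, and the left-out libraries argue against one library. A response to H2O2 that changes with time, the explanation the design offers, remains a hypothesis found and tested on the same libraries. The untreated cultures were all taken at 0 min. With HOCl, sampled at the same times, 0 of the 12 were higher and 0 lower at 30 than at 15 min. At 30 min 9 of the 12 were higher with H2O2 than with HOCl (median log2 difference 2.34). These values argue against a change with time alone as the whole cause. Whether HOCl hid such a change was not tested.

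The untreated cultures of the 2 experiments differed in 45 genes by edgeR's test. Against a difference in depth, 44 genes were called after the 6 libraries were thinned to 8096062 counts each, 42 of them among the 45. Against counts in unannotated genes, 46 were called without those genes. The 10 splits of 3 against 3 are too few for a share under 0.05 (1 of 10 as large, highest other 0). The experiment, its cultures and any batch of handling or sequencing coincide and cannot be told apart, and no biological explanation was tested, since both groups were untreated.

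Transposase genes were lower after 30 min of H2O2: 16 of 55 fell and 2 rose, or 26 and 4 adjusted over the list alone, with 24 and 3 against the own untreated cultures. Reads shared between copies of one element could make the genes that fell collapse to few proteins. Counted once per protein accession the 16 stayed 16, but a gene without an accession counted as different from all others. The 55 carry 39 accessions, where genes without one were counted together. The counts are therefore not alike, and they cannot decide this. The scaling of the libraries moves all genes alike, so it would leave the 55 genes level with the rest. Their median log2 fold change (-0.633) lay 0.701 below that of all other tested genes (difference -0.701, SE 0.22). Unlike the other SE values, this one comes from resampling genes as if independent and leaves out the spread between libraries. The difference argues against scaling as the whole cause. Copies that differ in protein and share part of their reads were not tested, and lower expression after H2O2 stays a hypothesis from the same data.

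The responses to the 2 oxidants differed, by a test of the difference itself, for 68 genes at 5 min, 208 at 15 min and 438 at 30 min, where the 10 splits of each are too few for a share under 0.05 (highest other 27, 23 and 14). Members that differed between 30 and 15 min of H2O2 in the same test numbered 1 of 4 genes for peroxide and oxygen detoxification (noxE, lower at 30 min), 14 of 38 for DNA repair (11 higher, 3 lower), 4 of 16 for chaperones and proteases (3 higher, 1 lower), 3 of 6 for deoxyribonucleoside breakdown (3 lower) and 6 of 21 aminoacyl-tRNA synthetases (2 higher, 4 lower). Between 30 and 15 min of HOCl, 8 of 18 genes for metal transport (3 higher, 5 lower) and 14 of 53 for cobalamin synthesis and propanediol utilization (14 higher) differed.

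Among 63 sets of 6 untreated values, 2 held a library far from the other 5, where chance gives about 1 in 20. For rsiR it was replicate C of the HOCl experiment (log2 CPM 5.794, the others 5.951 to 6.009), whose gap is 0.73 of the whole range. For LAR_RS09770 it was replicate F of the H2O2 experiment (8.574, the others 8.309 to 8.377), with a gap of 0.744 against a critical 0.625.

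The strongest rises among genes that the article does not discuss were those of LAR_RS08400, a hypothetical protein, after 30 min of H2O2 (log2 4.11, SE 0.147, 488 ± 41 CPM against 28.2 ± 3.14 untreated), and of copA3, a short gene annotated as a copper-transporting ATPase, after 5 min of HOCl (log2 3.97, SE 0.129, 243 ± 25.3 CPM against 15.5 ± 1.14).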

How the results depend on the processing

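The removal of unannotated genes, the authors' class of transcription factors and the block of H2O2 letters were tried only after the results were seen. Of 165 alternative values of the 16 counts and shares, besides those with one library left out, 142 stayed within 1.5 times. The other 23, whose cause was not tested except as given, were these. Without the 2-fold limit, which only adds genes, counts were 53 at 5 min and 393 at 15 min of H2O2, and 116 at 5 min and 230 at 15 min of HOCl. Fits of the compared groups alone, with fewer libraries to estimate the spread, gave 106 genes at 15 min and 314 at 30 min of H2O2 and 30 transcription factor genes. A Benjamini-Hochberg p under 0.05, a looser threshold by construction, gave 94 genes at 5 min of HOCl, 51 down with both oxidants, 26 with opposite responses, differences of 194, 441 and 735 genes, 101 between untreated cultures and 105 transcription factor genes. DESeq2 gave 43 genes down with both, 116 with a difference at 5 min and 80 between untreated cultures. Own untreated libraries gave 102 genes at 5 min of HOCl and 30 opposite, and the pooled group 27 differences at 5 min.

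With each library left out in turn, which leaves fewer samples, counts ran from 22 to 35, 149 to 276 and 416 to 528 for H2O2, from 47 to 66, 129 to 152 and 109 to 136 for HOCl, from 69 to 80 up with both, 17 to 26 down with both, 10 to 14 opposite, 166 to 189 over 4-fold and 52 to 64 transcription factor genes. Differences ran from 42 (without untreated HOCl replicate A, and 44 without untreated H2O2 replicate D) to 90, from 151 to 252 and from 351 to 479, and the untreated contrast from 25 to 53. The lowest at 15 min of H2O2 was without its replicate C, that of the untreated contrast without untreated HOCl replicate A, with 29 without untreated H2O2 replicate F. Of 612 results on named genes, 296 were called, 60 of these lost the call without some one library, and 0 reversed under any setting. DESeq2 added 59 calls on them and ended 0, median-of-ratios scaling added 1 and ended 7, and own untreated libraries added 26 and ended 22. The share of genes up moved by over 10 points at 15 min of H2O2 with DESeq2 (41% against 54.3%) and at 5 min of HOCl with DESeq2 (73.4% against 88.5%) and own untreated libraries (75.5%).

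A replicate block could be fitted for the HOCl libraries alone, since the untreated columns of the H2O2 experiment share no letter with the treated ones. No paired analysis of H2O2 against its untreated cultures was possible because of this. The treated H2O2 libraries share letters, and in the contrast of 30 with 15 min a replicate block gave 105 genes higher and 83 lower over 2-fold in place of 97 and 71, 162 of them in both. For higher and lower members together, it changed the count by over 1.5 times only in the lists given next. These were peroxide and oxygen detoxification (3 of 4 lower at 30 min in place of 1), fatty acid synthesis (3 in place of 1), cysteine and methionine (2 in place of 1), transposases (2 higher and 2 lower in place of 2 higher), and purine synthesis and malate and fumarate metabolism (1 higher each, which did not pass without it). By direction, 5 chaperone and protease genes were higher in place of 3, and 2 of the thioredoxin and thiol list lower in place of 1. The replicate block gave 103 genes at 5 min of HOCl and 33 opposite, and on named genes with HOCl it added 7 calls and ended 10. Same-number libraries of HOCl correlated over 0.1 in 10 of 18 pairs (lowest -0.234, highest 0.515) and those of H2O2 in 7 of 9. For 19 of 21 libraries the mean correlation was highest with their own number. In the article's methods 1 overnight culture inoculated the 4 tubes of a run, so the libraries of a run share a parent culture. The labels do not say that a number marks a run. The main fits and the splits did not pair the libraries, so any such pairing is ignored there. Depth limits the contrast of untreated cultures little: after thinning them to the smallest total, 42 of 45 genes were still called. The treated groups were not thinned.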

Differences from the paper's values

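The article's stated thresholds, a Bonferroni p under 0.01 and a change over 2-fold, hold for all counts here unless an alternative changes them, and its methods state DESeq2 with all 6 untreated cultures as 1 group. All alternatives named here were set before the data were examined. Counts of genes up lay within 1.5 times of the article's in every comparison, and the 5 values that differ are all counts of genes down.

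Genes down with both oxidants numbered 20 here and 40 in the article (the paper's value). The count comes within 1.5 times of the paper's with DESeq2 (43), with the most abundant genes left out of the library sizes (28) and with a Benjamini-Hochberg p under 0.05 (51). It does not with median-of-ratios scaling (23), no filter (22), the stricter filter (26), the compared groups alone (16), own untreated libraries (23), the replicate block (24) or any one library left out (17 to 26).

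Genes down with HOCl at any time numbered 45 here and 69 in the article (the paper's value). The difference closes with DESeq2 (70), median-of-ratios scaling (51), no filter (47), the stricter filter (52), the most abundant genes left out (61), Benjamini-Hochberg (90), own untreated libraries (65), the replicate block (67) and 8 of the left-out libraries (46 to 60). It stays with the compared groups alone (28) and the other 16 (39 to 45). At 5 min of HOCl 7 genes were down here and 19 in the paper's supplement. DESeq2 (21), Benjamini-Hochberg (26), own untreated libraries (25), the replicate block (26) and no 2-fold limit (16) close this, whereas median-of-ratios scaling (9), no filter (9), the stricter filter (11), the most abundant genes left out (12), the compared groups alone (3), limma on the log2 values (10) or rlog values (5) and all left-out libraries (3 to 11) do not. At 30 min of HOCl the values were 25 here and 39 in the paper's supplement. They come within 1.5 times with DESeq2 (39), median-of-ratios scaling (31), no filter (28), the stricter filter (30), the most abundant genes left out (32), Benjamini-Hochberg (50), own untreated libraries (30), the replicate block (30), no 2-fold limit (45), limma on the log2 values (31) and 9 of the left-out libraries (26 to 32). They do not with the compared groups alone (18), limma on rlog values (23) or the other 15 (14 to 25).

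After 15 min of H2O2, 107 genes were down here and 168 in the paper's supplement. DESeq2 (177), median-of-ratios scaling (112), the stricter filter (132), the most abundant genes left out (128), Benjamini-Hochberg (206), own untreated libraries (164), no 2-fold limit (146), limma on the log2 values (127) and 2 of the left-out libraries (113 without H2O2 5 min replicate C, 132 without H2O2 15 min replicate A) close this. No filter (109), the compared groups alone (32), limma on rlog values (102) and the other 22 (55 to 111) do not. The article has more genes down than up at 15 and 30 min of H2O2. Here more were up at both times, 127 up at 15 min and 272 against 228 at 30 min. DESeq2 gave 123 up and 177 down, and 276 and 301, and own untreated libraries had more genes down at 15 min (158 and 164) but not at 30 min (334 and 308). With the most abundant genes left out of library sizes more were down at both times (108 up and 128 down, and 227 and 256). Limma on the log2 values had more down at 15 min (116 and 127) but not at 30 min (257 and 243). For HOCl the excess of genes up over genes down was larger here, 7.71-fold, 3.03-fold and 4.28-fold at the 3 times, while DESeq2 gave 58 up and 21 down, 110 and 53, and 111 and 39. Of the genes in the paper's lists, edgeR called 32 of 35, 225 of 289 and 480 of 557 for H2O2 and 61 of 78, 142 of 159 and 126 of 148 for HOCl, and none in the opposite direction. DESeq2 called 35, 284, 557, 77, 157 and 147 of them.

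For single genes, the article takes moeB as repressed by both oxidants, and here it rose at 30 min of H2O2 (log2 1.59) after falling at 5 and 15 min. The article takes rsiR as not regulated. For both genes the article also has qRT-PCR, which was not analysed here. Here rsiR stayed under 2-fold, but rose at 15 and 30 min of H2O2 (0.86 and 0.73) and 30 min of HOCl (0.76). LAR_RS09945, which the article has as raised very strongly by HOCl and not by H2O2, rose at the 3 times of H2O2 (0.71, 1.27 and 0.92), by less than with HOCl. Only the value at 15 min lies over 2-fold, and the call at 5 min ends with the own untreated cultures.

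Of the regulators grouped in the article by response, perR, spxA, LAR_RS09770, lexA, LAR_RS07525, copR, sigH and rex passed here in the groups it gives. Others did not. ctsR, put among those raised only by HOCl, missed the threshold at 5 min of HOCl (0.79, edgeR, adjusted p = 0.0178), and DESeq2 (adjusted p = 0.00604) and own untreated libraries (adjusted p = 5.2e-06) call it. kdgR and fabT, put among those lowered by both, missed with one oxidant each: kdgR at 15 min of H2O2 (-0.60) and fabT at 15 and 30 min of HOCl (-0.68 and -0.72), which DESeq2 calls (adjusted p = 1.8e-04 for kdgR, 0.00161 and 2.7e-04 for fabT). malR3 and LAR_RS02755, put among those lowered only by HOCl, did not pass with HOCl. malR3 gave -1.44, -1.35 and -1.52 there, and with H2O2 it fell under own untreated libraries (-3.06 and -3.47 at 15 and 30 min) and under DESeq2 (adjusted p = 8.9e-04 and 5.9e-06). LAR_RS02755 rose at 30 min of H2O2 (0.56), and DESeq2 calls its falls with HOCl (adjusted p = 2.2e-08, 3.3e-07 and 3.0e-04).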

Other observations

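The tests of the authors' functional classes were chosen only after the results were seen.

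Genes of nucleotide synthesis moved in different ways. Of 12 tested genes for purine synthesis, 2 rose after 30 min of H2O2 (4 adjusted over the list alone, 4 against the own untreated cultures): purK LAR_RS00680 (log2 1.80, SE 0.294) and purE (1.56, SE 0.242). Between the oxidants, 4, 5 and 5 of the 12 were higher with H2O2 at 5, 15 and 30 min. At 5 min of HOCl 0 fell by edgeR against all 6 untreated libraries and 3 against the own untreated cultures. Against all 6, 1 fell by DESeq2, 2 adjusted over the list alone and 7 at an unadjusted p under 0.05. Of 10 genes for pyrimidine synthesis, 2 fell and 1 rose after 15 min of H2O2 and 1 fell and 1 rose after 30 min (6 with 2, and 3 with 3 adjusted over the list alone). pyrB and pyrD fell at 15 min (-1.31, SE 0.165, and -1.16, SE 0.158), whereas carA LAR_RS04920 rose at 30 min (0.68, SE 0.0848). Of 5 genes for malate and fumarate metabolism, 2 rose at 15 min and 2 at 30 min of H2O2 (2 and 4 adjusted over the list alone): mleS (1.39 and 2.06) and the regulator gene mleR LAR_RS08210 (0.91 and 1.65). Among 7 genes of iron-sulfur cluster assembly, sufB rose at 30 min of H2O2 (0.72, SE 0.114, 4 rose adjusted over the list alone), a call absent against the own untreated cultures.

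In the cobalamin and propanediol list of 53 genes, 8 fell and 1 rose after 15 min of HOCl (14 and 1 adjusted over the list alone, 6 fell against the own untreated cultures). cbiP LAR_RS09050 fell the most (-1.33, SE 0.199), and hemA, hemB and hemC, of tetrapyrrole synthesis, fell by 1.24, 1.08 and 1.04. After 5 min of HOCl 4 rose, among them pduP (0.93) and pduQ (0.91). The count was 0 against the own untreated cultures by edgeR and 10 by DESeq2 against all 6. At an unadjusted p under 0.05, 15 rose and 15 fell. With H2O2 3 rose and 1 fell at 15 min, and 2 rose and 4 fell at 30 min (26 fell adjusted over the list alone, 10 against the own untreated cultures), cbiO LAR_RS07790 the most (-1.59, SE 0.188). Of 54 genes of ribosomal proteins, rpsN LAR_RS05825 rose in all 6 comparisons, by 0.99, 1.39 and 1.59 with H2O2 and 1.98, 2.25 and 1.70 with HOCl (SE 0.119 to 0.121). At 30 min of H2O2 6 fell (8 adjusted over the list alone), rpmI (-0.89) and rplM (-0.86) the most, with 1 more risen at 15 min of H2O2, rpsO, and 1 fallen at 5 min of HOCl, rplJ. In the arginine deiminase pathway (7 genes) arcD LAR_RS08270 fell at 15 and 30 min of H2O2 (-1.16 and -1.05). Of 7 genes for D-alanylation and teichoic acid, dltA rose at both times (0.55 and 0.68) and dltD fell at 30 min (-0.64). Of 47 genes with prophage words in their annotation, 4 rose and 3 fell at 30 min of H2O2 (4 and 7 adjusted over the list alone), LAR_RS06195 (2.70) and LAR_RS03645 (-1.67) among them. With HOCl 2 rose at 5 min and 2 at 15 min (8 and 3 adjusted over the list alone), where the holin-like genes lrgA and lrgB gave 2.38 and 2.59 at 15 min. rpsO and rplJ are named after their values were seen.

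Among the authors' functional classes, tested with Fisher's exact test (252 tests, Benjamini-Hochberg-adjusted), redox stress response stood out among genes that rose: 9 of 31 at 5 min (adjusted p = 4.7e-07), 15 of 31 at 15 min (2.1e-05) and 15 of 31 at 30 min of H2O2 (0.006), and 14, 16 and 20 of 31 with HOCl (1.6e-08, 3.2e-08 and 2.1e-13). Proteostasis rose with HOCl, 11, 19 and 15 of 47 (9.5e-04, 9.4e-08 and 4.1e-05), and at 30 min of H2O2, 19 of 47 (0.0136). Cofactor synthesis fell at 5 and 30 min of H2O2, 4 and 18 of 62 (0.0151 and 0.0421), and at 30 min of HOCl, 8 of 62 (0.00114). Genes of a class are regulated together, so these values describe the classes in these samples.

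Other splits of the same libraries were tried for each count. In 84 splits of 3 against 6, none but the real one gave as many genes at 15 min (234, highest other 28) and 30 min of H2O2 (500, 48) and at the 3 times of HOCl (61, 149 and 132, highest others 39, 45 and 47), so chance can be excluded. At 5 min of H2O2 2 of 84 did, the real split with 33 and that of the untreated libraries of the HOCl experiment against the rest with 39. The splits there do not exclude a difference between the experiments as the source of such a count. Within the H2O2 experiment, against its own untreated cultures, 31 genes were called. In 100 regroupings of all libraries the real count was the only one as large for genes up with both (77, highest other 0), down with both (20, 1), over 4-fold (173, 7) and transcription factors (62, 2). Regrouped libraries mix the treatments and give almost no calls, so this excludes chance only for groups without any response. It does not test the overlap between the oxidants. For opposite responses (12, highest other 0) the regroupings decide little, since regrouped libraries give almost no calls. Unrelated lists of the sizes found would give 24.3 such genes, so chance overlap is not excluded.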
